# Transcriptomic analysis of pathways regulated by toll-like receptor 4 in a murine model of chronic pulmonary inflammation and carcinogenesis

**DOI:** 10.1186/1476-4598-8-107

**Published:** 2009-11-19

**Authors:** Alison K Bauer, Jennifer Fostel, Laura M Degraff, Elizabeth A Rondini, Christopher Walker, Sherry F Grissom, Julie Foley, Steven R Kleeberger

## Abstract

**Background:**

Therapeutic strategies exist for human pulmonary neoplasia, however due to the heterogeneity of the disease, most are not very effective. The innate immunity gene, toll-like receptor 4 (TLR4), protects against chronic pulmonary inflammation and tumorigenesis in mice, but the mechanism is unclear. This study was designed to identify TLR4-mediated gene expression pathways that may be used as prognostic indicators of susceptibility to lung tumorigenesis in mice and provide insight into the mechanism.

**Methods:**

Whole lung mRNA was isolated from C.C3H-*Tlr4*^*Lps*-*d *^(BALB^*Lps*-*d*^; *Tlr4 *mutant) and BALB/c (*Tlr4 *normal) mice following butylated hydroxytoluene (BHT)-treatment (four weekly ip. injections; 150-200 mg/kg/each; "promotion"). mRNA from micro-dissected tumors (adenomas) and adjacent uninvolved tissue from both strains were also compared 27 wks after a single carcinogen injection (3-methylcholanthrene (MCA), 10 μg/g; "control") or followed by BHT (6 weekly ip. injections; 125-200 mg/kg/each; "progression"). Bronchoalveolar lavage fluid was analyzed for inflammatory cell content and total protein determination, a marker of lung hyperpermeability; inflammation was also assessed using immunohistochemical staining for macrophages (F4/80) and lymphocytes (CD3) in mice bearing tumors (progression).

**Results:**

During promotion, the majority of genes identified in the BALB^*Lps*-*d *^compared to BALB/c mice (P < 0.05) were involved in epithelial growth factor receptor (EGFR) signaling (e.g. epiregulin (*Ereg*)), secreted phosphoprotein 1(*Spp1*)), which can lead to cell growth and eventual tumor development. Inflammation was significantly higher in BALB^*Lps*-*d *^compared to BALB/c mice during progression, similar to the observed response during tumor promotion in these strains. Increases in genes involved in signaling through the EGFR pathway (e.g. *Ereg*, *Spp1*) were also observed during progression in addition to continued inflammation, chemotactic, and immune response gene expression in the BALB^*Lps*-*d *^versus BALB/c mice (*P *< 0.05), which appears to provide more favorable conditions for cell growth and tumor development. In support of these findings, the BALB/c mice also had significantly reduced expression of many immune response and inflammatory genes in both the tumors and uninvolved tissue.

**Conclusion:**

This transcriptomic study determined the protective effect of TLR4 in lung carcinogenesis inhibition of multiple pathways including EGFR (e.g. *Ereg*), inflammatory response genes (e.g. *Cxcl5)*, chemotaxis (e.g. *Ccr1*) and other cell proliferation genes (e.g. *Arg1*, *Pthlh*). Future studies will determine the utility of these pathways as indicators of immune system deficiencies and tumorigenesis.

## Introduction

Adenocarcinoma (AC), a non-small cell lung carcinoma (NSCLC) [1], remains the leading type of lung cancer among smokers and nonsmokers. AC is often not detected until advanced stages of the disease thus making it the most clinically-intractable of lung cancers [1]. Therefore, it is critical to discover biomarkers of early stages of AC that would allow early detection and to find new sites at which chemopreventive agents could act to inhibit further neoplastic progression. Chronic inflammatory lung diseases, such as COPD and asthma, predispose to lung neoplasia [2-5]. Thus, inflammatory mediators and effector pathways might provide a source of early biomarkers and further insight into mechanisms of lung cancer.

Spontaneous or chemically-induced mouse lung neoplasms resemble those of human AC in anatomy, histogenesis, and molecular features [6], thereby facilitating mouse to human comparisons. Multiple exposures to butylated hydroxytoluene (BHT) elicit lung injury and inflammation during tumor promotion that are significantly correlated with tumor multiplicity in mice [7,8]. This 2-stage carcinogenesis model uses a low dose of a tobacco smokexs carcinogen, 3-methlycholanthrene (MCA), followed by multiple doses of BHT as the tumor promoter [9]. It is not BHT *per se*, but oxidative metabolites of BHT produced in high concentrations in mouse lung that are responsible for these pneumotoxicities and inflammatory activities [10]. Understanding the molecular events that occur early in the tumorigenic process (i.e. promotion including chronic inflammation and proliferation) may be critical to understanding the later events that occur during progression.

*Tlr4 *is an innate immunity gene involved in exacerbation of responses to several pulmonary agonists including endotoxin (lipopolysaccarride, LPS [11]) and ozone (O_3 _[12]), and injury protection from pulmonary insults, including hyperoxia [13] and allergic inflammation [14]. Several epidemiological studies found significant decreases in lung cancer risk in individuals such as farm and textile workers that were exposed to endotoxin [15-17]. Because TLR4 is the primary receptor that binds endotoxin [11], it is likely that TLR4 is involved in protection observed with endotoxin exposure. TLR4 also confers protection against human gastric and mouse cutaneous carcinomas [18,19]. The mechanism behind TLR4-mediated protection is unclear.

We previously demonstrated that TLR4 protects against BHT-induced chronic pulmonary inflammation and tumor promotion [20]. C.C3H-*Tlr4*^*Lps*-*d *^(BALB^*Lps*-*d*^) mice have a missense mutation in *Tlr4 *[21] that renders TLR4 dysfunctional. Bronchoalveolar lavage fluid (BALF) inflammatory markers were significantly elevated in BALB^*Lps*-*d *^mice compared to BALB/c (BALB; *Tlr4 *wild type) mice following BHT treatment [20]. Significantly increased tumor multiplicity (60%) was also found in BALB^*Lps*-*d *^compared to BALB mice in response to MCA/BHT induced tumor promotion. However, the downstream mechanism regulating this protective response remains unknown.

In the present investigation, we hypothesized that gene transcripts that are highly correlated to TLR4 associate with differential susceptibility to an early stage (BHT-treatment) and a later stage (progression) of lung tumorigenesis. To test this hypothesis we used two methods to analyze transcriptome responses in lung tissue from BALB and BALB^*Lps*-*d *^mice during promotion, and in tumors and uninvolved lung tissue in advanced stages of tumorigenesis. The first statistical method (supervised) assigned a significance value to transcript changes. The second method (unsupervised, pattern analysis) used *k*-means clustering to identify additional patterns which may have remained hidden. These methods identified changes in transcripts known to be downstream of TLR4 and others not previously linked to this gene. We suggest that these pathways and interactions amongst the genes identified during tumor promotion influence the TLR4-mediated response observed during progression of tumorigenesis.

## Methods

### Animals

Male 5-7 wk. old BALB/c (BALB; *Tlr4 *wild type) and C.C3-*Tlr4*^*Lps*-*d*^/J (BALB^*Lps*-*d*^; *Tlr4 *dominant negative) mice were purchased from Jackson Laboratories (Bar Harbor, ME). Mice acclimated for 1 wk prior to treatment. All animal use was conducted in facilities accredited by the Association for the Assessment and Accreditation of Laboratory Animal Care and approved by the NIEHS Animal Care and Use Committee and the MSU Institutional Animal Care and Use Committee. Mice were housed in shoebox cages in a humidity and temperature-controlled room and provided water and pelleted open-formula rodent diet NIH-07 (Zeigler Brothers, Gardners, PA.) *ad libitum*.

### Experimental design

The two protocols used for these studies (see Additional file 1, Figure S1) were based on previous studies demonstrating a correlation between chronic inflammation and tumor promotion [7]. To induce inflammation (Protocol 1: promotion; Additional file 1, Figure S1: A), mice were injected intraperitoneally (ip.) with BHT (Sigma, St. Louis, MO) weekly for 4 weeks (150 mg/kg for the first dose followed by 200 mg/kg for the next 3 doses). Mice were then sacrificed 1 or 3 days following the last BHT dose. For BHT-induced tumor studies (Protocol 2: progression stage; Additional file 1: Figure S1: B), 10 μg MCA/gm (Sigma) body wt. was injected ip., followed by 150 mg BHT/kg or corn oil vehicle control one week later. Five additional weekly 200 mg/kg BHT doses or vehicle control doses were administered to maximize tumor promotion [22]. Mice were sacrificed 27 wks after MCA injection. Because fewer than 0.5 tumors/mouse result from MCA alone, the tumors that develop after MCA/BHT treatment are primarily those promoted by MCA.

The left lung of each mouse was clamped off at the mainstem bronchus and the right lung was lavaged for inflammatory infiltrate analysis [12,20]. Briefly, four aliquots of HBSS (Sigma) were inserted sequentially into the lung based on body weight (17.5 ml/kg). The first lavage was used for protein analysis (BioRad protein assay, BioRad, Hercules, CA) as a measure of lung hyperpermeability. Total pooled cells from the four lavages were then counted, followed by cytocentrifugation (Shandon Southern Products, Pittsburgh, PA). The slides were then stained with a modified Wright's stain (Hema 3 Stain Set, Fisher Scientific, Pittsburgh, PA) to differentiate inflammatory cells by morphology, including PMNs, alveolar macrophages, lymphocytes, and epithelial cells. The left lung was snap frozen in liquid nitrogen. For MCA/BHT treated mice (Protocol 2), the lavaged right lung was inflation-fixed with 10% formalin, processed, and embedded. Tumors (adenomas) were carefully micro-dissected away from the adjacent tissue on left lung lobe using a Leica S6D stereo microscope (Leica Microsystems, Inc., Bannockburn, IL) and then snap frozen, similar to other studies [23-25]. Remaining whole lung tissue was used as the uninvolved tissue. In addition, whole lung tissue was also used for the MCA/oil treatment group. Due to the manner in which the tumors were micro-dissected away from the normal adjacent uninvolved tissue, there is a possibility that the uninvolved tissue may contain some remaining smaller lesions as well as tumor cells from the periphery.

### Immunohistochemistry for CD3 and F4/80

5 μm thick sections were stained using antibodies for CD3 (ab5690; Abcam, Cambridge, MA) as a pan-T-lymphocyte marker and F4/80 (MF48000; Caltag, Burlingame, CA) as a macrophage marker, following standard protocols at: http://www.niehs.nih.gov/research/atniehs/labs/lep/path-support/immuno/.

### Total lung RNA isolation and cDNA synthesis for mRNA analyses

Total RNA was isolated from the left lung lobe using RNeasy Mini Kits (Qiagen, Valencia, CA) following kit specifications, including DNase 1 treatment. cDNA was synthesized as described previously [26]. For Protocol 1, RNA was isolated from each of three replicate mice for each experimental group (experimental groups = oil control, 1-day, and 3-days after BHT, three replicated per group). For Protocol 2, tumors from 2 to 3 mice were pooled to obtain sufficient material; uninvolved tissue from the same mice was also pooled for control. There were two replicates for each experimental group (MCA/oil, MCA/BHT tumor tissue and MCA/BHT uninvolved tissue) except for the BALB tumor group where the incidence of tumors was low.

### Affymetrix Mouse 430A_MOE array analysis

Total RNA was used only after it passed quality testing performed using a 2100 Bioanalyzer (Agilent Technologies, Inc., Santa Clara, CA). Gene expression analysis was conducted using Affymetrix MOE430A or MOE430Av2 GeneChip^® ^arrays (Affymetrix, Santa Clara, CA) as recommended by the manufacturer. Total RNA (1 μg) was amplified using the Affymetrix One-Cycle cDNA Synthesis protocol. For each array, 15 μg of amplified biotin-cRNAs was fragmented and hybridized to the array for 16 hours at 45°C in a rotating hybridization oven using the Affymetrix Eukaryotic Target Hybridization Controls and protocol. Slides were stained with steptavidin/phycoerythrin using a double-antibody staining procedure and washed utilizing the Mini_euk2v3 Protocol of the Affymetrix Fluidics Station FS450 for antibody amplification. Arrays were scanned with an Affymetrix Scanner 3000 and data obtained using the GeneChip^® ^Operating Software.

The CEL files for each array type were normalized and genes with altered expression level were selected using k-means clustering and ANOVA (p < 0.05). The raw data discussed in this publication have been deposited into NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/, Series GSE8504) and NIEHS Chemical Effects in Biological Systems (CEBS, http://cebs.niehs.nih.gov/, accession 005-00003-0030-000-1). Starting and ending gene lists are found in Additional file 2, Table S1. The details of the process to identify genes with altered transcript levels using the supervised and unsupervised methods are found in Additional file 3.

### Quantitative real time PCR (qRTPCR)

qRTPCR was performed using Sybr green assays on an Applied Biosystems 7900 Prism Sequence Detection System as follows: 12.5 μl Power Sybr Green PCR master mix (Applied Biosystems, Foster City, CA), 200 nM forward and reverse primers, 5.5 μl nuclease-free dH_2_O, and 2 μl of cDNA per 25 μl reaction. The reverse and forward primers can be found in Additional file 4, Table S2. PCR reaction conditions and data analysis were performed according to the manufacturer's protocol (User bulletin no.2, Applied Biosystems Prism 7700 Sequence Detection System). 18S was used to normalize all genes of interest since it did not vary across genotypes or treatments. Some transcript changes identified by microarray analysis were confirmed using qRTPCR in the same samples (Protocol 1) and in the same samples plus samples from a parallel study (Protocol 2).

### Statistics for BALF analysis and qRTPCR

Data are expressed as the group mean ± SEM. Two-way ANOVA was used to evaluate the effects of strain (BALB vs. BALB^*Lps*-*d*^) and treatment (MCA/oil and MCA/BHT) on BAL phenotypes. A 3-way ANOVA was performed for treatment, time (0, 1, or 3 days), and strain effects on mRNA expression data under Protocol 1 (promotion). A 2-way ANOVA was performed for the treatment (MCA/oil, MCA/BHT tumor tissue, and MCA/BHT uninvolved tissue) and strain effects on mRNA expression data under Protocol 2 (progression). Student-Newman-Keuls test was used for *a posteriori *comparisons of means. All analyses were performed using a commercial statistical analysis package (SigmaStat; Jandel Scientific Software, San Rafael, CA). Statistical significance was accepted at *P *< 0.05.

## Results

### BHT-induced transcriptome changes between BALB vs. BALB^*Lps*-*d *^mice during tumor promotion (Protocol 1, "Promotion")

Three different gene expression profiles were identified (genes for each are in Additional file 2, Table S1, Tab A). 

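Protocol 1 was read on 18 arrays, each from the lung of a separate mouse. There were 3 mice per group for oil, 1 day and 3 days after the last of 4 weekly BHT doses (150 mg/kg for the first, 200 mg/kg after it) in BALB mice and in BALBLps-d mice, whose TLR4 does not signal. The oil groups carry the time point 3 day in the sample labels. Oil and 1 day samples of BALB mice were hybridized to MOE430A arrays, and the other 4 groups to MOE430Av2 arrays. The authors' deposited values are normalized by GCRMA and singular value decomposition and are centred for each probe set, so that only differences between samples can be read from them. Their scale was taken to be log2, although its base is not named. Probe set means spread wider over the MOE430A arrays than over the MOE430Av2 arrays, so a shared zero point could not be assumed. Each difference given for Protocol 1 was therefore taken between groups on the same array type, and a strain difference at 1 day is the change from oil in BALBLps-d mice minus the change from oil in BALB mice. The change in BALB mice at 1 day was measured on MOE430A arrays alone and the change in BALBLps-d mice on MOE430Av2 arrays alone, so in that difference strain and array type cannot be told apart. Groups were compared over 22626 probe sets with limma and Benjamini-Hochberg adjustment. A probe set is called changed at an adjusted p under 0.05. The median within-group SD was between 0.083 and 0.101 in these 6 groups, and 3 mice per group limit the precision. One of the Tlr4 probe sets lay lower in BALBLps-d than in BALB lung 3 days after BHT (-1.27, SE 0.22, adjusted p = 0.0029). The Lps-d allele is a point mutation, so a Tlr4 probe set does not check the strain labels.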

Figure 1 and Additional file 5, Figure S2 illustrate one of the profiles found by supervised (Fig 1A) and unsupervised (Fig 1B) methods. The profiles are biologically similar, i.e. expression increased by one standard deviation (BALB) or more (BALB^*Lps*-*d*^) in mice sampled one day following the last BHT injection compared to mice three days after BHT, or mice receiving oil vehicle control. 

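At 1 day after BHT the largest increase over oil in BALBLps-d lung was that of Timp1, an inhibitor of matrix metalloproteinases, with a log2 change of 5.72 (SE 0.67, limma adjusted p = 6.01e-05). Further large increases were those of the anion exchanger Slc26a4 (5.51, SE 0.44, adjusted p = 5.55e-06), the phosphatase Ptpn14 (5.43), the stress-induced epithelial protein Sfn (5.17, SE 0.32, adjusted p = 9.21e-07), the cornified envelope protein Sprr1a (4.82) and S100a14 (4.70). Cldn4, a tight junction protein (4.38), Mt2, a metallothionein (3.86), and Serpinb9b (3.71) were also among the 12 largest. In BALB lung the largest increases were those of Ptpn14 (5.16, SE 0.39, adjusted p = 1.11e-05) and Serpinb9b (3.97, SE 0.31, adjusted p = 1.29e-05), and S100a14 (3.75), Slc26a4 (3.66), Sfn (3.43), Timp1 (3.22), Mt2 (2.92) and Sprr1a (2.70) rose there as well. Tissue factor, F3 (3.35), Procr, the receptor of protein C (2.79), and the aldo-keto reductase Akr1b8 (2.72) were further large increases in BALB lung. Of 13 measured NRF2 antioxidant genes, 8 rose in BALBLps-d lung and 8 in BALB lung, with the same counts when adjusted over the list alone, and none fell. Srxn1 rose by 2.05 and 1.82, and Txnrd1, a thioredoxin reductase, by 1.49 and 1.51. The list shifted upward against the other genes in BALBLps-d lung (camera adjusted p = 1.76e-05, adjusted p = 0.0853 with an estimated correlation) and in BALB lung (camera adjusted p = 3.67e-08, adjusted p = 0.037 with an estimated correlation). In all, 2809 probe sets rose in BALBLps-d lung and 1284 in BALB lung, of which 991 were shared where independent calls would share 159.4. Of these increases, 533 and 223 were at least 2-fold. The count in BALB lung was 856 without BALB oil replicate 2 and 677 without BALB 1 day replicate 3, and in a model with only the groups compared it was 209, against 1983 in BALBLps-d lung. The change was more positive in BALBLps-d than in BALB lung for 101 probe sets and more negative for 209. Among the named genes the strain difference was called for Tnfsf9, a TNF family ligand (2.00, SE 0.11, adjusted p = 1.5e-06), Msr1, a macrophage scavenger receptor (2.22), the heat shock protein Hspa8 (2.50), Fosl2 (1.92) and Fbxo15 (2.59), but for neither Timp1 (2.50, adjusted p = 0.252) nor Slc26a4 (1.85, adjusted p = 0.189). With the replicate number as a block, 164 probe sets were called for the strain difference in place of 310, and without 1 array 134 (BALB oil replicate 1), 169 (BALB oil replicate 3), 184 (BALB 1 day replicate 2), 138 (BALBLps-d oil replicate 1) or 149 (BALBLps-d oil replicate 3). Among genes at least 2-fold apart in the positive direction, other probe sets of the same gene were called the same way in 7.1% on average. Batch (array type) and strain cannot be told apart in this difference. Leaving out 1 array ended the calls of Sprr1a in BALB lung at 1 day, and of Hspa8 and Fosl2 for the difference of the 1 day changes. A model with only the groups compared ended the calls of Slc26a4, Timp1 and Mt2 in BALB lung at 1 day, and of Msr1 for the difference of the 1 day changes. Under a block for the replicate number, the calls of Msr1, Hspa8 and Fosl2 for the difference of the 1 day changes were lost.

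**Figure D1:**
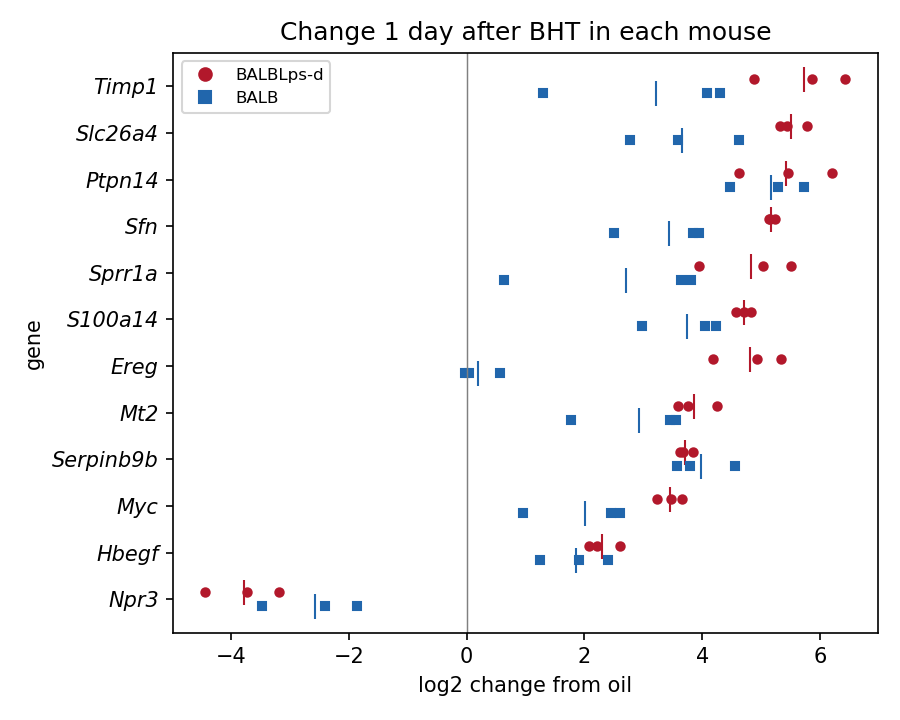
Change 1 day after BHT in each mouse, as the log2 value of the array minus the mean of the oil group of its strain (horizontal axis, log2), for 12 genes (vertical axis). Circles are the 3 BALBLps-d mice, squares the 3 BALB mice, and vertical ticks the group means. Timp1 lies highest in BALBLps-d mice and Ptpn14 in BALB mice, and Ereg lies near 0 in BALB mice but not in BALBLps-d mice.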

We termed this profile "BHT_1day_up". Some genes with this profile were identified by both methods, and others found by only one method. 

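In BALBLps-d lung 1 day after BHT the largest decrease from oil was that of Efnb2, the arterial ephrin ligand, with a log2 change of -3.95 (SE 0.31, limma adjusted p = 5.05e-06). Npr3, a natriuretic peptide receptor (-3.78), Epb41l3 (-3.44), Calcrl, the adrenomedullin receptor (-3.36), the integrin Itga8 (-3.22) and the chromatin remodeller Atrx (-2.93) also fell. In BALB lung Npr3 (-2.58, SE 0.73, adjusted p = 0.0407), Epb41l3 (-2.44), the laminin Lama4 (-1.86), the endothelial lipase Lipg (-1.77) and the VEGF receptor Flt1 (-1.65) were among the largest decreases. Endothelial cell markers fell together: of 19 measured, 15 fell in BALBLps-d lung (18 adjusted over the list alone) and 9 in BALB lung (12 adjusted over the list alone), and none rose. The adhesion molecule Pecam1 fell by 1.60 on the log2 scale in BALBLps-d lung, and Tek, the angiopoietin receptor, by 1.10. The endothelial list lay lower than other genes in BALBLps-d lung (camera adjusted p = 3.34e-11, adjusted p = 0.0853 with an estimated correlation) and in BALB lung (camera adjusted p = 3.67e-08, adjusted p = 0.108 with an estimated correlation). Of 19 interferon-stimulated genes, 8 fell in BALBLps-d lung, the same number when adjusted over the list alone, among them Gbp3 (-1.16) and Stat2 (-1.51). The list had a camera adjusted p of 0.000111 (adjusted p = 0.158 with an estimated correlation). In BALB lung 1 of these genes, Ifit3, rose (0.62, adjusted p = 0.0282) and none fell. Of 8 club cell markers, 3 fell in BALBLps-d lung and none in BALB lung, and of 8 alveolar type I cell markers 4 and 2 fell while 1 rose in each strain. Counts of decreased probe sets were 2494 in BALBLps-d and 961 in BALB lung, with 661 in common where independent calls would share 105.9. Decreases of at least 2-fold numbered 641 and 140. In BALB lung 580 decreases were called without BALB oil replicate 2 and 492 without BALB 1 day replicate 3, and 160 in a model with only the groups compared, against 1783 in BALBLps-d lung. The 18S control probe sets, a sign of RNA quality, lay at 0.85 to 2.41 in BALBLps-d oil samples and at -0.39 to 0.09 at 1 day, without overlap, and at -0.44 to -0.03 and -0.54 to 0.78 in BALB lung. Whether RNA quality moved the changes at 1 day was not tested. By limma's test of the difference, the change was more negative in BALBLps-d lung for Efnb2 (-3.26, SE 0.44, adjusted p = 0.00426), Atrx (-2.74), the IL-6 receptor subunit Il6st (-2.54), Pecam1 (-1.19) and Ifit3 (-1.46). Among genes at least 2-fold apart in this direction, other probe sets of the same gene were called the same way in 11.4% on average, with a median of -0.21 against -1.47. As lists, endothelial markers had a median strain difference of -0.30 (camera adjusted p = 0.000176, adjusted p = 0.752 with an estimated correlation) and interferon-stimulated genes of -0.35 (camera adjusted p = 0.000223, adjusted p = 0.752 with an estimated correlation). BALBLps-d and BALB mice were on different array types in that comparison, which cannot be told apart from strain. When 1 array was left out, the calls of Npr3, Lama4 and Ifit3 in BALB lung at 1 day were lost. A model with only the groups compared ended the calls of Epb41l3 and Flt1 in BALB lung at 1 day, and of Il6st for the difference of the 1 day changes.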

We also found two BHT_1day_down profiles by supervised and unsupervised methods (see Additional file 2, Table S1, Tab A).

**Figure 1:**
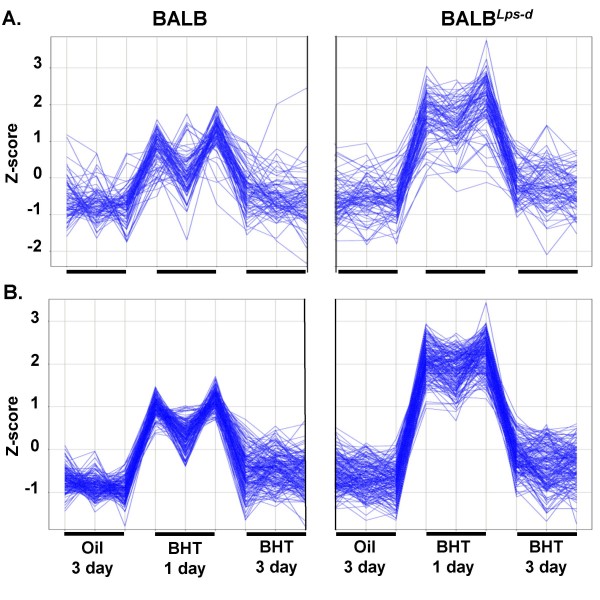
**Gene expression that increased in the BALB^*Lps*-*d *^mice compared to BALB mice following chronic BHT**. Two methods of analysis, supervised and unsupervised, were used to determine the genes increased at 1 day following BHT. A. Cluster 3 identified using statistical (GeneSpring) analysis in chronic BHT-treated BALB and BALB^*Lps*-*d *^mice over a time course (oil and 1 and 3 day following chronic BHT). Each vertical line represents one sample for each strain for an n = 3 (oil, BHT 1 day, BHT 3 day), indicated by the small horizontal black line above each treatment on the x-axis. B. Profile analysis (Spotfire) similar to that of cluster 3. Each vertical line represents one sample for each strain for an n = 3 (oil, BHT 1 day, BHT 3 day). Z-score (y-axis) is the intensity in terms of standard deviations (SD) from the mean. The z-score was calculated by subtracting the mean and dividing by the SD for each probeset. See Additional file 5, Figure S2 for supervised and unsupervised analyses depicted as a heat map.

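All 30 probe sets that Table 1 lists lay above oil in both strains 1 day after BHT. In BALBLps-d lung 29 of them rose, and in BALB lung 20 (22 adjusted over the list alone), with median log2 changes of 1.85 and 0.77 and limma as the test. The study chose these genes on the same samples, so the counts are not independent evidence of their direction. The 7 genes of protein synthesis and turnover rose in both strains, with medians of 1.02 and 0.76. Of 5 genes of transcription and chromatin structure, 4 rose in BALBLps-d lung and 1, the RNA helicase Ddx39 (2.01), in BALB lung. Of 5 genes of cell cycle and growth, 5 and 3 rose. Of 4 genes of protein targeting, 4 and 3 rose, among them Afp, the fetal serum protein, which rose in BALBLps-d lung by 3.84 at the listed probe set. The difference between the strains was called for Ereg, Il6 and Afp (2.36, SE 0.52, adjusted p = 0.0445), and for 8 of the 30 when adjusted over the list alone, always toward the larger change in BALBLps-d lung. Ribosome biogenesis genes, a list fixed apart from the paper, rose almost as a whole. Of 28 measured, 26 rose in BALBLps-d lung (27 adjusted over the list alone) and 20 in BALB lung (23 adjusted over the list alone), and none fell. The RNA helicase Ddx21 rose by 2.54 and 1.64, and Wdr12 by 1.45 and 1.18. This list lay above other genes in BALBLps-d lung (camera adjusted p = 2.52e-14, adjusted p = 0.117 with an estimated correlation) and in BALB lung (camera adjusted p = 6.61e-18, adjusted p = 0.092 with an estimated correlation). Its median strain difference was 0.25 (camera adjusted p = 0.0185, adjusted p = 0.908 with an estimated correlation). Cell cycle genes proper did not move as a group: of 34 measured, 4 rose and 3 fell in BALBLps-d lung, and 3 rose and 1 fell in BALB lung. The call of Afp for the difference of the 1 day changes was lost when 1 array was left out. In a model with only the groups compared, the calls of Ddx39 and Ddx21 in BALB lung at 1 day were lost. A block for the replicate number ended the call of Afp for the difference of the 1 day changes.

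**Figure D2:**
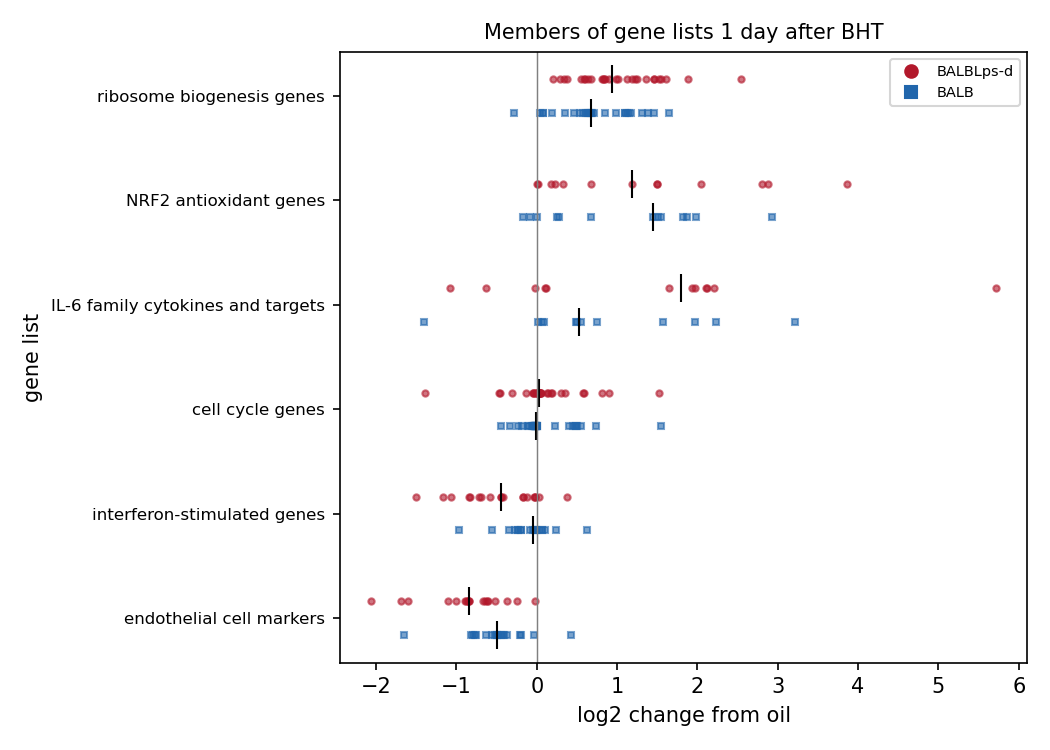
Log2 change from oil 1 day after BHT (horizontal axis) of each measured member of 6 gene lists (vertical axis) in BALBLps-d lung (circles) and BALB lung (squares), n = 3 mice per group. Vertical ticks mark the list medians. Most ribosome biogenesis and NRF2 genes lie to the right of 0 in both strains and most endothelial markers to the left.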

Transcripts with the BHT_1day_up profile have Gene Ontology (GO) functions involving cell cycle and growth, transcription, cell shape and morphogenesis, protein synthesis, protein targeting, and inflammatory and immune response (Table 1). 

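Of the 15 probe sets in Table 2, 14 fell in BALBLps-d lung 1 day after BHT and 8 in BALB lung (14 adjusted over the list alone), with median log2 changes of -1.09 and -0.71 in limma. These are genes the study selected on these samples, so the counts are not independent evidence. Among genes of cell growth and shape, the oxidase Nox4 fell by 2.31 in BALBLps-d and 1.33 in BALB lung on the log2 scale. Postn, an extracellular matrix protein, fell by 0.97 and 0.98. The secreted protease Htra1 fell by 1.72 and 1.13, and Gas6, the ligand of the AXL receptor, by 1.06 and 0.71. The fibroblast growth factor Fgf7 fell in BALBLps-d lung (-1.65, SE 0.23, adjusted p = 0.000238), while its change in BALB lung was -0.52, adjusted p = 0.218. The transcription factor Klf15 fell by 2.50 in BALBLps-d lung and was -1.67, adjusted p = 0.0522 in BALB lung. None of the 4 transcription genes passed the test in BALB lung, and 3 did in BALBLps-d lung. The difference between the strains was called for none of the 15 over all probe sets, at 3010 probe sets with an unadjusted p under 0.05 in that comparison, and for 3 when adjusted over the list alone. Slu7, with a change near 0 in both strains (0.03 and 0.00), was the 1 gene of Table 2 that did not fall in BALBLps-d lung. Without 1 of the arrays, the call of Gas6 in BALB lung at 1 day no longer held. In a model with only the groups compared, the call of Nox4 in BALB lung at 1 day was lost.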

Transcripts with the BHT_1day_down profile have functions related to cell cycle and growth, cell shape, protein targeting, and transcription (Table 2). The BHT_1day_up profile also includes genes with inflammation and immune response functions, as would be expected based on the BALF inflammation cell analysis from the same animals (data not shown).

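Genes of inflammation moved in part 1 day after BHT. Of 12 genes of the IL-6 family and its targets, 7 rose and 1 fell in BALBLps-d lung, with the same counts adjusted over the list alone, and 4 rose and 1 fell in BALB lung (5 and 1 adjusted over the list alone). The cytokine Il6 rose in BALBLps-d lung (2.20, SE 0.29, adjusted p = 0.000124) and was 0.06, adjusted p = 0.994 in BALB lung, and limma called the difference between the strains (2.14, SE 0.40, adjusted p = 0.0232). Lif, a related cytokine, rose in BALBLps-d lung (1.97) and was 0.75, adjusted p = 0.0625 in BALB lung, but the difference did not pass the test (1.22, adjusted p = 0.0962). Lrg1, a target of IL-6, rose by 2.10 and 1.58. The list stood above other genes in BALBLps-d lung (camera adjusted p = 0.00921, adjusted p = 0.158 with an estimated correlation) and in BALB lung (camera adjusted p = 0.00671, adjusted p = 0.142 with an estimated correlation). Of 28 chemokines, 4 rose in BALBLps-d lung, namely Ccl17, its neighbour in function Ccl22 (0.77), Cxcl14 (2.46) and Cxcl16 (1.28). In BALB lung Cxcl16 rose (0.91) and Cx3cl1, a chemokine of endothelium and epithelium, fell (-0.64). Of 18 macrophage markers, 3 rose in BALBLps-d lung, the scavenger receptor Msr1 (2.69) and the complement genes C1qb (1.21) and C1qc (0.92; adjusted p = 0.0709 with the replicate number as a block, in limma), and 1 fell, the growth factor receptor Csf1r (-0.53), which also fell in BALB lung (-0.69). Of 13 neutrophil markers, 2 rose in BALBLps-d lung, Lcn2 (1.74) and Il1b (0.81), and 1 in BALB lung, Lcn2 (1.02), where 11 of 13 lay below 0 with a median of -0.20. Of 14 T cell markers and 12 B cell markers, none passed the test in either strain, and their medians lay between -0.22 and -0.01. Medians of the chemokine list were 0.08 and 0.01, and those of the macrophage list 0.28 and 0.07, with camera adjusted p = 0.179 and 0.951 for the latter. Leaving out 1 array ended the calls of C1qc, Csf1r and Il1b in BALBLps-d lung at 1 day, and of Cx3cl1 in BALB lung at 1 day, and of Il6 for the difference of the 1 day changes. A model with only the groups compared ended the calls of Lrg1, Cxcl16 and Csf1r in BALB lung at 1 day. Under a block for the replicate number, the call of Il6 for the difference of the 1 day changes was lost.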

**Table 1:** Representative gene expression changes increased in BALBLsp-d compared to BALB mice.

**Gene Symbol**	**Gene Name**	**Affymetrix Probe ID**	**Major GO Category(ies)**

**Angiogenesis**			
*Hbegf*^†^	heparin-binding EGF-like growth factor	1418349_at	angiogenesis; blastocyst growth
*Mmp19*^†^	matrix metallopeptidase 19	1421977_at	angiogenesis; peptidoglycan metabolic process
*Timp1*^†^	tissue inhibitor of metallo-proteinase 1	1460227_at	erythrocyte maturation
			
**Cell cycle and cell growth**			
*Cdkn1a*^†^	cyclin-dependent kinase inhibitor 1A (P21)	1424638_at	regulation of progression through cell cycle; response to DNA damage stimulus
***Ereg*^†‡^**	epiregulin	1419431_at	regulation of progression through cell cycle; angiogenesis
*Mina*	myc induced nuclear antigen	1451042_a_at	regulation of cell proliferation
*Myc*^†^	myelocytomatosis oncogene	1424942_a_at	regulation of progression through cell cycle; release of cytochrome c from mitochondria
*Socs3*	suppressor of cytokine signaling 3	1455899_x_at	regulation of cell growth; regulation of protein amino acid phosphorylation
			
**Cell shape and morphogenesis**			
*Krt19*	keratin 19	1417156_at	cytoskeleton organization and biogenesis
*Tnc*^†^	tenascin C	1416342_at	cell adhesion
*Tuba1c*	tubulin, alpha 1C	1416128_at	microtubule-based process and movement
			
**Inflammatory and immune response**			
*Il6*^†^	interleukin 6	1450297_at	neutrophil apoptosis
*Lif*^†^	leukemia inhibitory factor	1421207_at	immune response; tyrosine phosphorylation of stat3 protein
*Spp1*^†^	secreted phosphoprotein 1	1449254_at	ossification; anti-apoptosis
			
**Protein synthesis and turnover**			
*Eif1a*	eukaryotic translation initiation factor 1A	1419736_a_at	translation and initiation
*Hras1*^†^	Harvey rat sarcoma virus oncogene 1	1422407_s_at	translation; endocytosis
*Nola1*	nucleolar protein family A, member 1	1418305_s_at	rRNA processing; ribosome biogenesis and assembly
*Nola2*	nucleolar protein family A, member 2	1416605_at	rRNA processing; translation
*Nol5A*	nucleolar protein 5	1450986_at	ribosome biogenesis and assembly
*Nmd3*	NMD3 homolog	1437238_x_at	ribosomal large subunit export from nucleus
*Rps6ka3*	ribosomal protein S6 kinase polypeptide 3	1427299_at	protein amino acid phosphorylation; ribosome biogenesis and assembly
			
**Protein targeting**			
*Afp*^†^	alpha fetoprotein	1416646_at	ovulation; transport
*Bcl3*^†^	B-cell leukemia/lymphoma 3	1418133_at	protein import into nucleus, translocation; follicular dendritic cell differentiation
*Bnip1*	BCL2/adenovirus E1B interacting protein 1, NIP1	1427908_at	ER to Golgi vesicle-mediated transport; apoptosis
*Nup62*	Nucleoporin 62	1438917_x_at	protein targeting; transport
			
**Transcription, processing, and chromatin structure**			
**Bhlhb8**	basic helix-loop-helix domain containing, class B, 8	1449233_at	regulation of transcription, DNA-dependent
**Ddx39**	DEAD (Asp-Glu-Ala-Asp) box polypeptide 39	1423643_at	mRNA processing; RNA splicing
*Hmga1*^†^	high mobility group AT-hook 1	1416184_s_at	DNA packaging; transcription
**Lmna**	lamin A	1425472_a_at	nuclear membrane organization and biogenesis
*Pparg*^†^	peroxisome proliferator activated receptor gamma	1420715_a_at	negative regulation of transcription from RNA polymerase II promoter

These genes were identified in profile "BHT-1day_up" (A) and profile "BHT-1day_down" (B) below the p value set for the DAVID analysis (p < 0.0003)*; see Additional file 2, Table S1 for the complete profile gene lists.

*These genes were identified after bioinformatic analysis filtering first on biological patterns using both Genespring and Spotfire Software followed by filtering on GO biological categories using the DAVID Bioinformatics Database. ^†^These genes were upregulated ≥ 2-fold in BALB^*Lsp*-*d *^vs. BALB 1 day following protocol 1 (chronic BHT) (P < 0.05). ^‡^Significant interaction effects between strain (BALB vs BALB^*Lpsd *^mice) and treatment (oil, 1 or 3 days following 4BHT) (p < 0.05). Bolded genes are those genes in common with the gene list identified for Protocol 2 (see Table 2).

**Table 2:** Representative gene expression changes decreased in BALBLsp-d compared to BALB mice.

**B**.			
Gene Symbol*	Gene Name	Affymetrix Probe ID	Major GO Category(ies)
**Cell cycle and cell growth**			
*Csf1r*	colony stimulating factor 1 receptor	1419872_at	regulation of progression through cell cycle; protein amino acid phosphorylation
*Fgf7*^†^	fibroblast growth factor 7	1422243_at	regulation of progression through cell cycle;; signal transduction
*Gas6*	growth arrest specific 6	1417399_at	regulation of cell growth
*Htra1*	htrA serine peptidase 1	1416749_at	regulation of cell growth; proteolysis
*Itm2b*	integral membrane protein 2B	1418000_a_at	apoptosis
			
**Cell shape and morphogenesis**			
*Itga8*^†^	integrin alpha 8	1427489_at	cell adhesion
*Nox4*^†^	NADPH oxidase 4	1419161_a_at	cell morphogenesis; electron transport
*Pik3r1*^†^	phosphatidylinositol 3-kinase, regulatory subunit, polypeptide 1 (p85 alpha)	1425515_at	negative regulation of cell-matrix adhesion; protein amino acid phosphorylation
*Postn*	periostin, osteoblast specific factor	1423606_at	cell adhesion
			
**Protein targeting**			
*Arl6ip1*	ADP-ribosylation factor-like 6 interacting protein 1	1451131_at	cotranslational protein targeting to membrane
*Tmod1*	tropomodulin 1	1422754_at	myofibril assembly; muscle thick filament assembly
			
**Transcription, processing, and chromatin structure**			
*Hp1 bp3*	heterochromatin protein 1, binding protein 3	1415751_at	nucleosome assembly
*Klf15*	Kruppel-like factor 15	1448181_at	regulation of transcription, DNA-dependent
*Rora*^†^	RAR-related orphan receptor alpha	1420583_a_at	regulation of transcription, DNA-dependent
*Slu7*	SLU7 splicing factor homolog	1420030_at	alternative nuclear mRNA splicing, via spliceosome

* These genes were identified after bioinformatic analysis filtering first on biological patterns using both Genespring and Spotfire Software followed by filtering on GO biological categories using the DAVID Bioinformatics Database. ^†^These genes were down-regulated ≥ 2-fold in BALB^*Lsp*-*d *^vs. BALB 1 day following protocol 1 (chronic BHT) (P < 0.05)

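Lower expression in BALBLps-d lung at 1 day and 3 days after BHT than with oil, and at 3 days than in BALB lung, was found for 627 probe sets, which stand for 502 genes. Of these, 115 were also lower in BALB lung at 1 day. Efnb2, the arterial ephrin ligand, was at -2.90 on the log2 scale against oil at 3 days in BALBLps-d lung (SE 0.31, limma adjusted p = 0.000187) and at -3.32 against BALB lung at 3 days (SE 0.31, limma adjusted p = 4.28e-05). Atrx (-2.71 and -3.09), the semaphorin Sema3c (-2.68 and -3.18), Npr3 (-2.86 and -3.56), Calcrl (-2.62 and -2.86), Lin7c (-2.86 and -2.86) and the Golgi protein Tgoln1 (-2.82 and -3.09) were of this kind. Of 19 endothelial markers, 10 were lower than oil at 3 days in BALBLps-d lung (15 adjusted over the list alone) and 8 lower than in BALB lung (10 adjusted over the list alone). Pecam1 was at -1.41 and Tek at -0.85 against oil. The endothelial list had a camera adjusted p of 3.42e-13 against oil (adjusted p = 0.0922 with an estimated correlation) and of 1.99e-08 against BALB lung (adjusted p = 0.36 with an estimated correlation). The 18S control probe sets, a sign of RNA quality, lay at 0.85 to 2.41 in BALBLps-d oil samples and at -0.24 to 0.52 at 3 days, without overlap, and whether they account for the change against oil was not tested. Other genes were higher than oil at 3 days in BALBLps-d lung, with Serpinb9b (4.45, SE 0.31, adjusted p = 2.06e-05), S100a14 (3.32), neuronatin, Nnat (3.69), and the macrophage elastase Mmp12 (1.85) among the 12 largest. Of 11 alveolar type II cell markers, 5 were higher (6 adjusted over the list alone), among them Lpcat1 (0.78) and Sftpd (0.47), and Etv5 was lower (-1.57). The list had a camera adjusted p of 0.0339 (adjusted p = 0.459 with an estimated correlation). Macrophage markers lay higher as a list, with 2 of 18 called and a median of 0.60 (camera adjusted p = 0.00214, adjusted p = 0.641 with an estimated correlation), and NK and cytotoxic cell genes lower, with 0 of 11 called by limma and a median of -0.44 (camera adjusted p = 0.0219, adjusted p = 0.735 with an estimated correlation), at 5427 probe sets with an unadjusted p under 0.05. Against BALB lung at 3 days the neutrophil proteins S100a8 (1.56, SE 0.43, adjusted p = 0.0253) and S100a9 (1.52) were higher in BALBLps-d lung. No BALB oil group was read on this array type, so a strain difference present without BHT cannot be removed here. Against oil S100a8 was at 0.08 in BALBLps-d lung at 3 days. In MCA/oil lung, without BHT, 6 probe sets were called between the strains, Npr3 among them (-2.56, limma adjusted p = 0.048). S100a8 was at 0.99 there, not called. Of the probe sets changed at 1 day in BALBLps-d lung, 1602 lower and 2128 higher ones were no longer called at 3 days. Counts at 3 days were 1208 higher and 1243 lower against oil, and 2671 higher and 1756 lower against BALB lung. At least 2-fold, they were 108 higher and 285 lower, and 96 higher and 509 lower. With quantile normalization they were 1739 higher and 1642 lower against oil, and 2175 higher and 1940 lower against BALB lung. The total of 2451 against oil was 1550 without BALBLps-d oil replicate 1 and 1389 and 1557 without BALBLps-d 3 day replicates 2 and 3. The total of 4427 between the strains was 2893, 2647 and 1935 without BALB 3 day replicates 1, 2 and 3, and 8335, 1863 and 2124 without those of BALBLps-d mice. Independent calls would share 10.6 probe sets among the 3 lists. These share arrays. In 20 simulations with no change at most 0 probe sets were shared. This cannot size the effect of shared arrays, since limma called 0 probe sets in simulated data with no change. Part of the excess may still come from the shared arrays. Among genes at least 2-fold lower than in BALB lung, other probe sets of the same gene were called lower in 29.2% on average, with a median of -0.23 against -1.33. The difference between the 5' and 3' control probe sets of Actb, a sign of RNA quality, averaged 0.11 in BALB and -0.02 in BALBLps-d lung at 3 days. When 1 array was left out, the calls of Npr3 and Mmp12 in BALBLps-d lung at 3 days, and of S100a8 and S100a9 between the strains at 3 days were lost.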

An additional expression profile identified by unsupervised analysis only consists of genes with decreased transcript levels 1 day following BHT treatment that recover to control levels in BALB mice 3 days following BHT, but are still depressed in BALB^*Lps*-*d *^(see Additional file 2, Table S1, Tab A, column N).

We confirmed the change in transcript level seen in the microarray analysis using qRTPCR. 

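On the arrays Ereg, a ligand of the EGF receptor rose in BALBLps-d lung 1 day after BHT by 4.82 on the log2 scale (SE 0.22, limma adjusted p = 6e-08) and was 0.19, adjusted p = 0.85 in BALB lung. The difference between the strains was 4.62, SE 0.31, adjusted p = 1.24e-05. Ccl17, a chemokine for T cells, rose in BALBLps-d lung (3.05, SE 0.39, adjusted p = 0.000115), was 0.40, adjusted p = 0.767 in BALB lung, and differed between the strains (2.65, SE 0.56, adjusted p = 0.0373). Fosl1, an AP-1 subunit, rose in BALBLps-d lung (3.90) and was 1.09, adjusted p = 0.226 in BALB lung, with a difference that did not pass the test (2.81, SE 0.70, adjusted p = 0.0706). Its other probe set was at 0.11 and 0.06. The nuclear receptor Pparg rose in BALBLps-d lung (1.84, SE 0.24, adjusted p = 0.000125) and was 0.46, adjusted p = 0.313 in BALB lung, with a difference of 1.38, adjusted p = 0.0683. At 3 days Pparg was still above oil in BALBLps-d lung (1.72, SE 0.24, adjusted p = 0.000851) and above BALB lung (1.06, adjusted p = 0.0107). Tnc, a matrix glycoprotein, rose in both strains (3.18, SE 0.46, adjusted p = 0.000263, and 2.53, SE 0.46, adjusted p = 0.004), as did the secreted phosphoprotein Spp1 (2.09, SE 0.27, adjusted p = 0.000108, and 1.62, SE 0.27, adjusted p = 0.00233). For neither was a strain difference called (0.64, adjusted p = 0.725 and 0.47, adjusted p = 0.671). At 3 days Tnc (1.60, adjusted p = 0.0396) and Spp1 (0.96, adjusted p = 0.0342) remained above oil in BALBLps-d lung, while Ereg was at 0.10, Ccl17 at 0.02 and Fosl1 at 0.03. Each group had 3 mice, and in each strain difference at 1 day array type cannot be told apart from strain. The calls of Ccl17 for the difference of the 1 day changes, and of Tnc and Spp1 in BALBLps-d lung at 3 days were lost when 1 array was left out. A model with only the groups compared ended the calls of Tnc and Spp1 in BALB lung at 1 day. Under a block for the replicate number, the call of Ccl17 for the difference of the 1 day changes was lost.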

We used RNA from the same samples used for microarray analysis and, in the case of Protocol 2, samples from a repeat study with the same design. qRTPCR analyses confirmed the changes in expression seen by microarray analysis in genes listed in Table 1 (epiregulin (*Ereg*), tenacin C (*Tnc*), secreted phosphoprotein 1 (*Spp1*), and peroxisome proliferator activated receptor gamma (*Pparg*)), as well as other genes with profile "BHT-1day_up" (chemokine (C-C motif) ligand 17 (*Ccl17*), fos-like antigen 1 (*Fosl1*)) that did not fall below the p value for DAVID, but were significantly different between strains (Figure 2).

**Figure 2:**
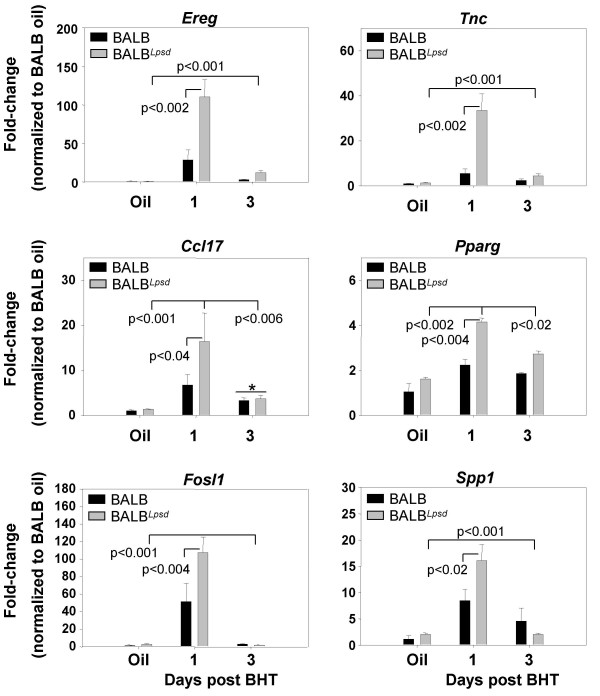
**Confirmation of select genes identified using protocol 1 (chronic BHT) in BALB and BALB^*Lps*-*d *^mice**. These genes were selected using the supervised method of microarray analysis in both strains 1 and 3 days following BHT. Mean and SEM are presented; n = 3 mice/experimental group for all. P values are indicated on the graphs for each gene; the lines indicate comparisons between BHT treatment and corn oil control vehicle or between BALB^*Lps*-*d *^compared to BALB mice. * P < 0.05 for 3 day following BHT treatment versus corn oil vehicle for Ccl17, and no difference was found between BALB^*Lps*-*d *^and BALB mice.

### Pulmonary inflammation differences between the BALB vs. BALB^*Lps*-*d *^mice during the progression stage of tumorigenesis (Protocol 2, "Progression")

BALB^*Lpsd *^mice develop significantly more tumors after MCA/BHT than wild type BALB mice or than BALB^*Lpsd *^mice after MCA/oil treatment [20]. We found mean BALF total protein content and numbers of macrophages, lymphocytes, and epithelial cells were significantly increased during progression (p < 0.05) in the tumor bearing MCA/BHT BALB^*Lps*-*d *^mice compared to the BALB^*Lps*-*d *^MCA/oil controls (Figure 3A). No increases in inflammatory cell infiltrates were found in the wildtype BALB mice after either MCA/oil or MCA/BHT.

**Figure 3:**
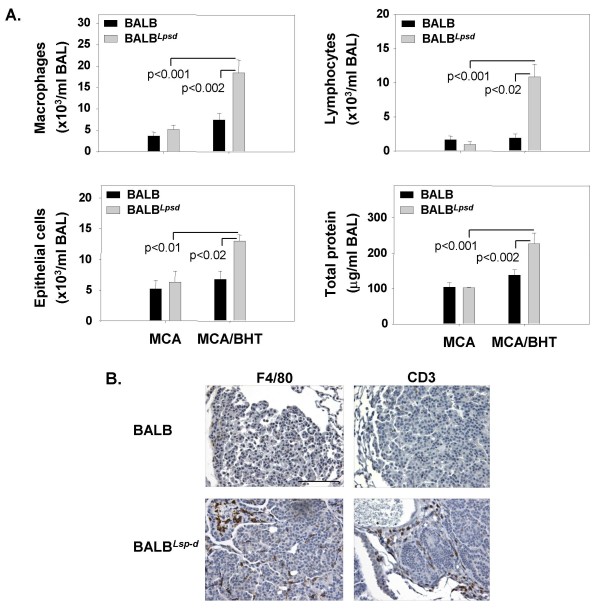
**Comparison of inflammatory infiltrates in tumor-bearing BALB and BALB^*Lps*-*d *^mice 27 wks post carcinogen**. A. Total BALF macrophages, lymphocytes, epithelial cells and protein recovered from BALB and BALB^*Lps*-*d *^mice after MCA or MCA/BHT treatment. Significant increases in inflammation in tumor-bearing mice were found in BALB^*Lps*-*d *^compared to BALB mice. Mean and SEM are presented; n = 6 mice/experimental group. P values are indicated on the graphs for each phenotype (macrophages, lymphocytes, epithelial cells, and total protein); comparisons are between MCA/BHT treatment groups and MCA/oil vehicle or between BALB and BALB^*Lps*-*d *^mice. B. Immunohistological staining in BALB and BALB^*Lps*-*d *^mice after 27 wks after MCA/BHT treatment for macrophages and T-lymphocytes using F4/80 and CD3 markers, respectively. Bar indicates 100 μm. Slides were counterstained with hematoxylin.

Histological staining of the same lungs with anti-F4/80 or anti-CD3 markers for macrophages or T-lymphocytes, respectively, confirmed the BALF results (Figure 3B). Anti-F4/80 and anti-CD3 were found primarily adjacent to but not in the tumor parenchyma in BALB^*Lps*-*d *^mice; this peritumoral staining was not seen in BALB mouse tumors.

Adenoma tumor size and morphology were not significantly different between the strains (data not shown), suggesting the difference in inflammation is not due to different stages of tumorigenesis or different tumor morphologies. Few F4/80- or CD3-positive-staining macrophages or lymphocytes were found in the MCA/oil lung sections from either strain (data not shown).

### Transcriptome changes between the BALB vs. BALB^*Lps*-*d *^mice during the progression stage of tumorigenesis (Protocol 2, "Progression")

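Protocol 2 was read on 11 MOE430Av2 arrays, so that all of its comparisons lie within 1 array type. For each strain there were 2 arrays of MCA/oil lung and 2 of MCA/BHT uninvolved tissue, with 2 arrays of BALBLps-d tumor and 1 of BALB tumor. Mice had received 10 μg/g MCA and then 6 weekly doses of BHT (150 mg/kg, then 200 mg/kg) or oil by the methods of the paper, whose abstract and design figure give 125 to 200 mg/kg, and tumor and uninvolved arrays each hold RNA pooled from 2 to 3 mice. Uninvolved tissue came from the same mice as the tumors, which the model does not use, so results in both tissues are not independent of each other. The number of mice per MCA/oil array is not stated. The paper gives 27 weeks between MCA and sacrifice, where the sample labels give 25. A model with 1 mean for each of the 6 groups was fitted to these arrays. The BALB tumor group has no replicate, so its spread is taken to be that of the other groups. All 22626 probe sets were tested, with the same call at an adjusted p under 0.05. Numbers of arrays limit the precision, with 5 residual degrees of freedom. Within the 5 groups with a pair of arrays, the median SD was 0.062 to 0.104, highest in BALB MCA/oil lung. The difference between the 5' and 3' control probe sets of Actb, a sign of RNA quality, averaged 0.36 in the BALB tumor and -0.09 in BALBLps-d tumors, and 0.23 in BALB and -0.20 in BALBLps-d uninvolved tissue. In MCA/oil lung it ran the other way, with 0.05 in BALB and 0.24 in BALBLps-d mice. The 18S control probe sets, another such sign, lay at -0.95 and -0.97 in BALB and at -0.33 and -0.62 in BALBLps-d uninvolved tissue, and at -1.28 in the BALB tumor and -0.69 and -0.30 in BALBLps-d tumors, without overlap, and at -0.05 and -0.86 in BALB and -1.08 and -0.82 in BALBLps-d MCA/oil lung.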

We next assessed gene expression differences in control (MCA/oil) tissue, MCA/BHT dissected tumor tissue, and MCA/BHT uninvolved tissue, i.e. tissue remaining after tumor dissection in the same mice. We identified three biological profiles: up in tumor tissue relative to MCA alone or uninvolved tissue in the BALB mice and compared to the tumor tissue in BALB^*Lps*-*d *^mice ("up in WT tumor"); up in tumor tissue compared to MCA alone or uninvolved tissue, and more so in BALB^*Lps*-*d *^than BALB ("up in KO tumor"; Figure 4 and Additional file 6, Figure S3); and down in tumor compared to MCA alone or uninvolved tissue, and more so in BALB than in BALB^*Lps*-*d *^("down in WT tumor"). 

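Several of the large increases over MCA/oil lung were shared by tumors of both strains. Gkn2, a gastrokine, was higher by 8.03 on the log2 scale in BALBLps-d tumors (SE 0.26, limma adjusted p = 3.41e-05) and by 5.82 in the BALB tumor (SE 0.32, limma adjusted p = 0.000342). Tnfsf9 (5.63 and 5.70), Bcl2l15 (6.89 and 4.96) and the neutrophil antigen Cd177 (4.74 and 4.44) were high in both. The imprinted non-coding RNAs Meg3 (6.71) and Rian (5.57) rose in BALBLps-d tumors, and Rian stood higher there than in the BALB tumor (2.78, SE 0.24, adjusted p = 0.00559). Cldn2, a tight junction protein, rose by 6.19 in BALBLps-d tumors and was 0.24, adjusted p = 0.98 in the BALB tumor. Of 34 cell cycle genes, 16 rose in BALBLps-d tumors (24 adjusted over the list alone) and 20 in the BALB tumor (24 adjusted over the list alone), where 1, Stmn1 (-0.49), fell. Among those that rose were Ccna2 (2.28 and 2.70) and Nusap1 (3.57 and 3.69). Camera gave the cell cycle list an adjusted p of 3.59e-09 (adjusted p = 0.278 with an estimated correlation) and 1.67e-11 (adjusted p = 0.169 with an estimated correlation). Of 11 markers of alveolar type II cells, 5 and 6 were higher (7 and 7 adjusted over the list alone), such as Sftpa1 (0.95 and 1.08). Endothelial markers were lower, 13 and 12 of 19 (17 and 12 adjusted over the list alone), such as Tek (-1.45 and -2.13). Of 8 club cell markers, 5 and 5 fell, and of 6 ciliated cell markers 2 and 5, with medians of -1.51 and -2.82. Type II, endothelial, club and ciliated lists had camera adjusted p values of 0.00809, 1.16e-14, 0.000459 and 0.00023 in BALBLps-d tumors, and the lowest adjusted p of these was 0.186 with an estimated correlation. In the BALB tumor they were 0.000218, 2.81e-11, 1.2e-05 and 4.1e-06, with 0.169 as the lowest adjusted p with an estimated correlation. In BALBLps-d tumors 1791 probe sets rose and 1528 fell, and in the BALB tumor 1679 and 1392. With quantile normalization these counts were 802 and 742, and 361 and 252. In BALBLps-d tumors 954 and 922 were called without BALBLps-d MCA/oil replicate 1, and 1172 and 883 without the lower-numbered tumor array. In BALBLps-d mice both signs of RNA quality moved with these changes, without overlap, Actb being at -0.14 and -0.04 in tumors and at 0.32 and 0.16 in MCA/oil lung, and 18S higher in tumors. In BALB mice they moved the other way, with Actb at 0.36 against 0.04 and 0.06 and 18S lower in the tumor. Whether RNA quality accounts for part of the changes was not tested. Tumors of both strains shared 962 increases and 878 decreases, where independent calls would share 132.9 and 94.0. Between the tumors of both strains, 193 probe sets were higher and 237 lower in BALBLps-d, and 104 differed in their change from MCA/oil lung. With quantile normalization 24 were higher and 30 lower, and 17 differed in their change. Counts of both comparisons were higher with all 23 MOE430Av2 arrays in the model and lower without moderation, as given in the closing section. The 104 were 48 and 443 without BALB MCA/oil replicates 1 and 2, 45 without BALBLps-d MCA/oil replicate 1 and 197 without the lower-numbered BALBLps-d tumor. Among genes at least 2-fold higher in BALBLps-d tumors, other probe sets of the same gene were called higher in 21.3% on average. Among the largest on the higher side were the glucose transporter Slc2a3 (5.78, SE 0.48, adjusted p = 0.00471), Ankrd22 (3.40) and the secretoglobin Scgb3a2 (2.89). Of 8 club cell markers, 4 were higher in BALBLps-d tumors, and of 6 ciliated cell markers 2 (4 adjusted over the list alone), with camera adjusted p = 0.00668 and 0.00334 (adjusted p = 0.818 and adjusted p = 0.723 with an estimated correlation). The RNA quality sign from Actb also lay lower and that from 18S higher in BALBLps-d tumors, and 1 BALB tumor array cannot show how BALB tumors vary. The calls of Cd177 in BALBLps-d tumors, and of Cd177 in the BALB tumor were lost when 1 array was left out. Quantile normalization ended the calls of Sftpa1 in the BALB tumor, and of Rian and Scgb3a2 between the tumors.

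**Figure D3:**
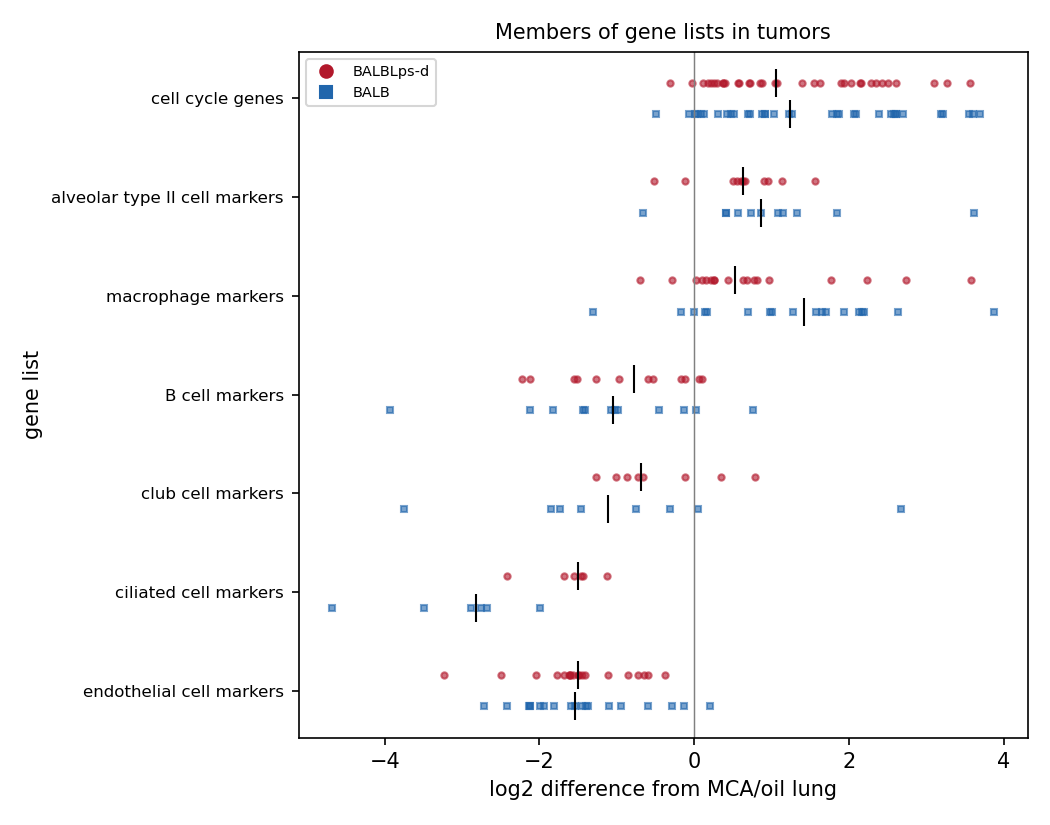
Log2 difference between tumor and MCA/oil lung (horizontal axis) for each measured member of 7 gene lists (vertical axis) in BALBLps-d mice (circles, 2 tumor and 2 MCA/oil arrays) and BALB mice (squares, 1 tumor and 2 MCA/oil arrays). Vertical ticks mark list medians. Most cell cycle genes lie to the right of 0 and most endothelial and all ciliated cell markers to the left in both strains.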

As before, we found that supervised and unsupervised analysis methods identified overlapping response profiles, which we combined into the three profiles described (i.e. 6 gene expression patterns, 3 per analysis). All genes in these profiles are listed in Additional file 2, Table S1, Tab A. We then analyzed GO pathways for the genes in these three profiles using DAVID (Additional file 2: Table S1, Tab B, genes within selection criteria; Tab D are the GO categories for late genes). 

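Table 3 lists 25 probe sets, of which 15 rose in BALBLps-d tumors against MCA/oil lung and 7 in the BALB tumor (15 and 9 adjusted over the list alone) in limma. Between the tumors, 8 were higher in BALBLps-d, and 16 when adjusted over the list alone, which is not independent evidence because the study chose the list on these samples. Their median log2 difference was 1.39, and 23 of 25 lay above 0. Among genes of cell cycle and growth, the spindle protein Aspm (0.99, SE 0.07, adjusted p = 0.00186) and the kinetochore protein Cenpf (1.46, SE 0.16, adjusted p = 0.0131) were higher in BALBLps-d tumors. Cideb, an apoptosis gene (2.03, SE 0.16, adjusted p = 0.00372), was as well. The chemokines Cxcl9 (2.37, adjusted p = 0.676), Cxcl11 (2.33, adjusted p = 0.527) and Cxcl5 (1.92, adjusted p = 0.174) did not pass the test. Without the lower-numbered of the 2 BALBLps-d tumor arrays, Cxcl9 was at 5.90 and Cxcl11 at 4.61 against the BALB tumor. Without the higher-numbered one Cxcl9 was at -1.15. With 1 array on each side, these fits cannot test the difference. For chemotaxis as a category, 4 of 7 genes rose in BALBLps-d tumors and 2 in the BALB tumor, with median changes of 2.37 and 0.39. Of 5 immune response genes, 2 rose in BALBLps-d tumors, none in the BALB tumor, and 1 differed between them. The tumor suppressor Cdkn2a was 1.43, adjusted p = 0.127. Of all 34 cell cycle genes of a list fixed apart from the paper, 2 were higher and 2 lower in BALBLps-d than in BALB tumors, and of 28 chemokines 1 and 2. Their camera adjusted p values were 0.401 and 0.789. Under quantile normalization, the calls of Cenpf and Cideb between the tumors were lost.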

Transcripts with "up in KO tumor" profiles are associated with immune response, inflammatory response and chemotaxis, apoptosis and cell death, protein synthesis and turnover, and cell cycle and cell growth (Table 3). 

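All but 1 of the 22 probe sets in Table 4 lay below MCA/oil lung in tumors of either strain. In the BALB tumor 11 fell (16 adjusted over the list alone) and in BALBLps-d tumors 12 (14 adjusted over the list alone), with median log2 changes of -1.63 and -1.08 and limma as the test. In the BALB tumor the platelet chemokine Ppbp fell by 4.38 (SE 0.54, limma adjusted p = 0.00463), the VEGF receptor Kdr by 2.13 and the transglutaminase F13a1 by 3.36. Between the tumors 21 of 22 lay higher in BALBLps-d. The difference was called for 2, the transcription factor Tbx1 (1.61, SE 0.27, adjusted p = 0.0479) and the sulfotransferase Chst1 (1.17, SE 0.14, adjusted p = 0.0158), and for 10 when adjusted over the list alone, which is not independent evidence since the study chose these genes on these samples. For the lymphocyte genes Cd3d (1.73, adjusted p = 0.219), Cd79a (1.51, adjusted p = 0.1) and Spib (2.09, adjusted p = 0.246) and for the granzyme Gzma (2.83, adjusted p = 0.0612) it did not pass. For Cd3d, Cd79a and Spib the strain difference in the change from MCA/oil lung was 0.37, -0.14 and 0.01, and that in MCA/oil lung itself 1.35, 1.65 and 2.08, none of them called. Of 12 B cell markers fixed apart from the paper none was called between the tumors, with a median of 1.04, 3850 probe sets at an unadjusted p under 0.05 in limma, and camera adjusted p = 0.0201 (adjusted p = 0.865 with an estimated correlation). For the difference in the change from MCA/oil lung this list had a median of 0.21 (camera adjusted p = 0.981). Of 14 T cell markers none was called between the tumors either (median 0.30, camera adjusted p = 0.162). Without 1 of the arrays, the calls of Tbx1 and Chst1 between the tumors no longer held. Quantile normalization ended the calls of Ppbp, Kdr and F13a1 in the BALB tumor.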

Transcripts with "down in WT tumor" profiles are primarily associated with immune response and inflammation (Table 4). 

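Probe sets higher in the BALB tumor than in BALBLps-d tumors numbered 237, and 117 of them were at least 2-fold higher. With quantile normalization 30 were called. Among the genes at least 2-fold higher, other probe sets of the same gene were called the same way in 11.1% on average. On the scale of BALBLps-d minus BALB tumors, the arginine transporters Slc7a3 (-3.75, SE 0.06, limma adjusted p = 1.01e-05) and Slc7a2 (-2.28), the lysosomal enzyme Galc (-2.80), Rab27a, a GTPase of secretion (-3.00), the leukotriene synthase Ltc4s (-2.47), Plek (-2.29), the transferrin receptor Tfrc (-2.17) and the chemokine Ccl17 (-2.22, adjusted p = 0.0283) were among the 12 largest. All of these but Ccl17 also differed in their change from MCA/oil lung. They were Slc7a3 (-3.74), Rab27a (-2.99), Galc (-2.87), Ltc4s (-2.66), Plek (-2.56), Slc7a2 (-2.23) and Tfrc (-2.21). For Ccl17 the difference of changes was -2.24, adjusted p = 0.108. Without the lower-numbered or the higher-numbered BALBLps-d tumor array it was -2.70 and -1.79. Among genes at least 2-fold lower in this difference of changes, other probe sets of the same gene were called the same way in 0% on average. Their median was -0.18 against -1.49. Of 18 macrophage markers, 7 rose in the BALB tumor against MCA/oil lung and 11 were not called (10 rose and 1 fell adjusted over the list alone). Among those that rose were Gpnmb (3.88) and Cd68 (2.63). In BALBLps-d tumors 3 rose (4 rose and 1 fell adjusted over the list alone). Camera gave them an adjusted p of 0.000218 (adjusted p = 0.267 with an estimated correlation) and 0.0318 (adjusted p = 0.528 with an estimated correlation). Between the tumors 1 of the 18 was called, Cd14, which was higher in BALBLps-d tumors (1.52), and the list as a whole was not called, with a median of -0.37 and camera adjusted p = 0.401. Extracellular matrix genes lay lower in BALBLps-d than in the BALB tumor, with 2 of 21 called (4 adjusted over the list alone), Postn (-0.69) and the collagen crosslinking enzyme Lox (-1.40), and camera adjusted p = 0.0023 (adjusted p = 0.723 with an estimated correlation). The BALB side of each value rests on 1 array. Leaving out 1 array ended the calls of Cd68 in the BALB tumor, and of Galc, Plek and Slc7a2 for the difference of the tumor changes, and of Postn between the tumors. Under quantile normalization, the calls of Gpnmb in the BALB tumor, and of Ltc4s and Tfrc for the difference of the tumor changes, and of Slc7a2, Galc, Ltc4s, Plek, Ccl17, Cd14 and Lox between the tumors were lost. A model with all arrays of the table ended the call of Tfrc between the tumors.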

Transcripts with "up in WT tumor" profiles are associated with angiogenesis, protein synthesis, and immune responses.

**Table 3:** Representative gene expression changes increased in BALB^Lps-d^ tumors.

**Gene Symbol**	**Gene Name**	**Affymetrix Probe ID**	**Major GO Category(ies)**

**Angiogenesis**			
*Anpep*	alanyl aminopeptidase	1421424_a_at	angiogenesis; proteolysis
*Col18a1*^†^	procollagen, type XVIII, alpha 1	1418237_s_at	angiogenesis
*Nus1*	nuclear undecaprenyl pyrophosphate synthase 1 homolog	1419915_at	angiogenesis; multicellular organismal development
			
**Apoptosis and cell death**			
*Bcl2l14*	bcl2-like 14	1424814_a_at	apoptosis
*Cideb*^†^	cell death-inducing DNA fragmentation factor, alpha subunit-like effector B	1418976_s_at	apoptosis; induction of apoptosis
*Pglyrp1*	peptidoglycan recognition protein 1	1449184_at	apoptosis; immune response
			
**Cell cycle and cell growth**			
*Aspm*	asp-like, microcephaly associated	1422814_at	cell cycle; mitosis
*Ereg*^†^	Epiregulin	1419431_at	regulation of progression through cell cycle; angiogenesis
*Cenpf*	centromere protein F	1427161_at	G2 and M phase of mitotic cell cycle
*Mycn*	v-myc myelocytomatosis viral related oncogene, neuroblastoma derived		regulation of progression through cell cycle; regulation of transcription, DNA-dependent
			
**Immune response**			
*Clcf1*	cardiotrophin-like cytokine factor 1	1437270_a_at	cell surface receptor linked signal transduction; JAK-STAT cascade
*Flt3l*	FMS-like tyrosine kinase 3 ligand	1422115_a_at	lymphocyte differentiation
*H2-oa*	histocompatibility 2, O region alpha locus	1419297_at	immune response; antigen processing and presentation
*Klrb1b*	killer cell lectin-like receptor subfamily B member 1B	1420421_s_at	negative regulation of natural killer cell mediated cytotoxicity
*Raet1a*	retinoic acid early transcript 1, alpha	1420603_s_at	positive regulation of immune response to tumor cell
			
**Inflammatory response and chemotaxis**			
*Ccr*^1^	chemokine (C-C motif) receptor 1	1419610_at	inflammatory response; signal transduction
*Cxcl4*^†^; *Pf4*	platelet factor 4; chemokine (C-X-C motif) ligand 4	1448995_at	chemotaxis; immune response
*Cxcl5, Ena-* 78	chemokine (C-X-C motif) ligand 5	1419728_at	chemotaxis; inflammatory response
*Cxcl9*^†^, *Mig*	chemokine (C-X-C motif) ligand 9	1418652_at	inflammatory response; immune response
*Cxcl11*^†^, *Itac*	chemokine (C-X-C motif) ligand 11	1419697_at	chemotaxis; inflammatory response
*Kng1*	kininogen 1	1416676_at	inflammatory response; blood coagulation
*Spp1*^†^	secreted phosphoprotein 1	1449254_at	ossification; anti-apoptosis
			
**Protein synthesis and turnover**			
*Cdkn2a*^†^	cyclin-dependent kinase inhibitor 2A	1450140_a_at	regulation of cyclin-dependent protein kinase activity; cell cycle
*Cfi*^†‡^	Complement component factor i	1418724_at	proteolysis; immune response
*Gzme*	granzyme E	1421227_at	proteolysis; cytolysis
*F*10	coagulation factor X	1449305_at	proteolysis

These genes were identified in the "Up-in-KO_tumor" profile (A) and "Down in WT tumor" profile (B) that are below the p value set for the DAVID analysis (p < 0.0001); see Additional file 2, Table S1 for the complete profile gene lists.

*Representative increased genes from the "Up-in-KO_tumor" profile that were higher in the BALB^*Lpsd *^tumors compared to BALB mice. These genes were identified after bioinformatic analysis filtering first on biological patterns using both Genespring and Spotfire Software followed by filtering on GO biological categories using the DAVID Bioinformatics Database. ^†^Genes upregulated ≥ 1.5-2-fold in BALB^*Lspd *^tumors vs. BALB tumors based on GeneSpring. ^‡^Genes with significant interaction effects comparing strain (BALB vs BALB^*Lspd*^) and treatment (MCA, MCA/BHT tumors, MCA/BHT uninvolved tissue) (p < 0.05). Bolded genes are those genes in common with the gene list identified for the 4BHT study (see Table 1).

**Table 4:** Representative gene expression changes decreased in BALB tumors.

Gene Symbol	Gene Name	Affymetrix Probe ID	Major GO Category(ies)
**Angiogenesis**			
*F*13*a*1	coagulation factor XIII, A1 subunit	1448929_at	tRNA aminoacylation for protein translation; blood coagulation
*Kdr*^†^	kinase insert domain protein receptor	1449379_at	angiogenesis; ovarian follicle development
*Tbx1*^†^	T-box 1	1425779_a_at	angiogenesis; blood vessel development
			
**Apoptosis and cell death**			
*Rassf5*	ras association (RalGDS/AF-6) domain family 5	1422637_at	apoptosis; cell cycle
*Unc5c*	unc-5 homolog C	1449522_at	apoptosis; signal transduction
			
**Immune response**			
*Cd3d*^†^	CD3 antigen, delta polypeptide	1422828_at	protein complex assembly; cell surface receptor linked signal transduction
*Cd79a*	CD79A antigen (immunoglobulin-associated alpha)	1418830_at	immune response; cell surface receptor linked signal transduction
*Cr2*^†^	complement receptor 2	1425289_a_at	immune response; complement activation, classical pathway
*Ltb*	lymphotoxin B	1419135_at	immune response; lymph node development
*Ppbp*^†^, *Cxcl7*	pro-platelet basic protein	1418480_at	immune response
*Slamf1*	signaling lymphocytic activation molecule family member 1	1425570_at	lymphocyte activation
*Tnfrsf13c*	tumor necrosis factor receptor superfamily, member 13c	1419307_at	B cell homeostasis; positive regulation of germinal center formation
			
**Inflammatory response and chemotaxis**			
*Ccl5*^†^	chemokine (C-C motif) ligand 5	1418126_at	chemotaxis; inflammatory response
*Ccr2*	chemokine (C-C motif) receptor 2	1421186_at	chemotaxis; inflammatory response
*Chst1*	carbohydrate (keratan sulfate Gal-6) sulfotransferase 1	1449147_at	carbohydrate and galactose metabolic process
*Enpp2*	ectonucleotide pyrophosphatase/phosphodiesterase 2	1415894_at	chemotaxis; metabolic process
*S*100*a*8	S100 calcium binding protein A8	1419394_s_at	chemotaxis
			
**Protein synthesis and turnover**			
*Cfd*	complement factor D (adipsin)	1417867_at	proteolysis; immune response
*Gzma*	granzyme A	1417898_a_at	proteolysis; apoptosis
			
**Transcription, processing, and chromatin structure**			
*Hipk2*	homeodomain interacting protein kinase 2	1429566_a_at	negative regulation of transcription from RNA polymerase II promoter
*Myst3*	MYST histone acetyltransferase 3	1436315_at	nucleosome assembly
*SpiB*	Spi-B transcription factor	1460407_at	regulation of transcription, DNA-dependent

These genes were identified in the "Up-in-KO_tumor" profile (A) and "Down in WT tumor" profile (B) that are below the p value set for the DAVID analysis (p < 0.0001); see Additional file 2, Table S1 for the complete profile gene lists.

*Representative decreased genes from the "Down in WT tumor" profile for genes BALB tumors compared to BALB^*Lsp*-*d *^tumors. These genes were identified after bioinformatic analysis filtering first on biological patterns using both Genespring and Spotfire Software followed by filtering on GO biological categories using the DAVID Bioinformatics Database. ^†^Genes down-regulated ≥ 50% in BALB tumors compared to BALB^*Lspd *^tumors based on GeneSpring.

**Figure 4:**
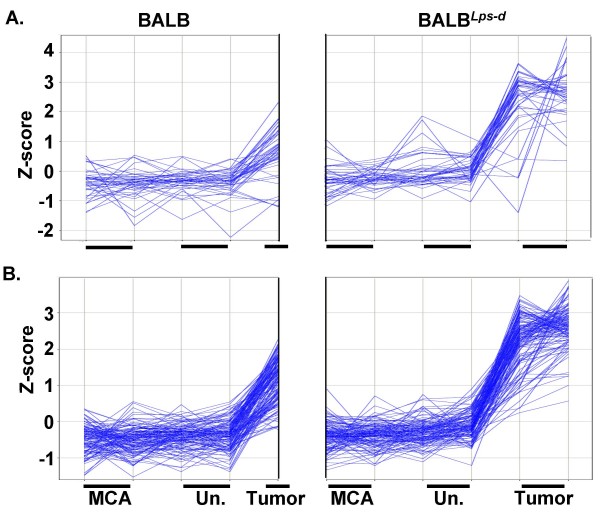
**Analysis of protocol 2 genes increased in the BALB^Lps-d ^tumors compared to BALB tumors**. Supervised and unsupervised bioinformatic methods were used for these analyses. A. Cluster 4 identified using statistical (Genespring) analysis. Each vertical line represents one sample for each strain for an n = 2 (Un = uninvolved, MCA = 3-methlycholanthrene, and for BALB^*Lps*-*d *^tumor) with the exception of BALB tumor (n = 1), indicated by the small horizontal black line above each treatment on the x-axis. B. Profile (Spotfire) analysis similar to that of cluster 4. Z-score (y-axis) is the intensity in terms of standard deviations (SD) from the mean. The z-score is calculated by subtracting the mean and dividing by the SD for each probeset. See Additional file 6, Figure S3 for supervised and unsupervised analysis depicted as heat maps.

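On the arrays Cldn2, a tight junction protein, was higher in BALBLps-d tumors than in the BALB tumor by 5.92 on the log2 scale (SE 0.52, limma adjusted p = 0.00634), and rose against MCA/oil lung by 6.19 in BALBLps-d tumors and by 0.24, adjusted p = 0.98 in the BALB tumor. Its other probe set changed by 0.16 and 0.03. Cfi, a regulator of complement, was higher by 2.73, SE 0.15, adjusted p = 0.000755, with changes of 2.78 in BALBLps-d and 0.04, adjusted p = 0.982 in BALB tumors. Kng1, the kininogen, rose in tumors of both strains (5.77 and 3.45) and more in BALBLps-d (2.24, SE 0.23, adjusted p = 0.00982). Its other probe set changed by 0.07, adjusted p = 0.308 and 0.02, adjusted p = 0.98. Col18a1, which holds endostatin, was higher by 1.79, SE 0.30, adjusted p = 0.0484, and its other probe set by 1.94. The changes of these genes from MCA/oil lung differed between the strains for Cldn2 (5.95, adjusted p = 0.0299), Cfi (2.74, adjusted p = 0.0037) and Kng1 (2.32, adjusted p = 0.0444), but not for Col18a1 (1.72, adjusted p = 0.184). Ereg rose in tumors of both strains, by 5.23, SE 0.10, adjusted p = 4.16e-06 in BALBLps-d and by 4.96, SE 0.12, adjusted p = 2.34e-05 in BALB, and the difference between the tumors was 0.28, adjusted p = 0.297. For Spp1 the changes were 1.90, SE 0.27, adjusted p = 0.00639 and 2.33, SE 0.33, adjusted p = 0.0069. Its difference between the tumors was 0.53, adjusted p = 0.487. The strain difference of Spp1 in the change from MCA/oil lung lay the other way (-0.43, adjusted p = 0.658). In MCA/oil lung itself the strain difference was 0.96, adjusted p = 0.776. The annotation used pairs no probe set with Pthlh alone. BALBLps-d values rest on 2 tumor arrays and BALB values on 1. When 1 array was left out, the calls of Cldn2 and Kng1 for the difference of the tumor changes, and of Col18a1 between the tumors were lost. Under quantile normalization, the calls of Spp1 in BALBLps-d tumors, and of Spp1 in the BALB tumor, and of Kng1 between the tumors were lost.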

qRTPCR was done to confirm the expression identified by microarray analysis (Figure 5) on select genes from Table 3 (collagen, type XVIII, alpha 1 (*Col18a1*), complement component factor i (*Cfi*), *Ereg*, kininogen 1 (*Kng1*), *Spp1*) that varied between the tumors in BALB and BALB^*Lps*-*d *^mice, and three additional genes (parathyroid hormone-like peptide (*Pthlh*), claudin 2 (*Cldn2*), arginase 1 (*Arg1*)) that were highly, significantly upregulated in the BALB^*Lpsd *^tumors compared to BALB tumors, but did not fall below the p value set for the DAVID analysis. Two genes in Table 1 from the early protocol (*Ereg *and *Spp1) *were also identified with Protocol 2 (late, progression stage) possibly indicating transcripts that are involved in both promotion and progression of tumorigenesis.

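The 30 probe sets of Table 1 were also read in Protocol 2. Of these, 11 rose in BALBLps-d tumors against MCA/oil lung (14 adjusted over the list alone) and 9 in the BALB tumor (13 adjusted over the list alone), while 1 fell in the BALB tumor, by limma's test. Besides Ereg and Spp1, Myc rose by 1.75 and 1.70, Pparg by 1.41 and 1.51, and Afp by 3.99 and 1.92. Between the tumors 2 of the 30 were called, both higher in BALBLps-d, Afp (2.06, SE 0.28, adjusted p = 0.0244) and the nucleolar protein Gar1, listed as Nola1 (1.00, adjusted p = 0.0285). Hbegf was at 0.31 and -0.26 in the tumors. The genes were chosen by the study on the Protocol 1 arrays, and Protocol 2 used other mice. The calls of Pparg in BALBLps-d tumors, and of Gar1 between the tumors were lost when 1 array was left out. Quantile normalization ended the calls of Myc and Pparg in the BALB tumor, and of Afp between the tumors.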

**Figure 5:**
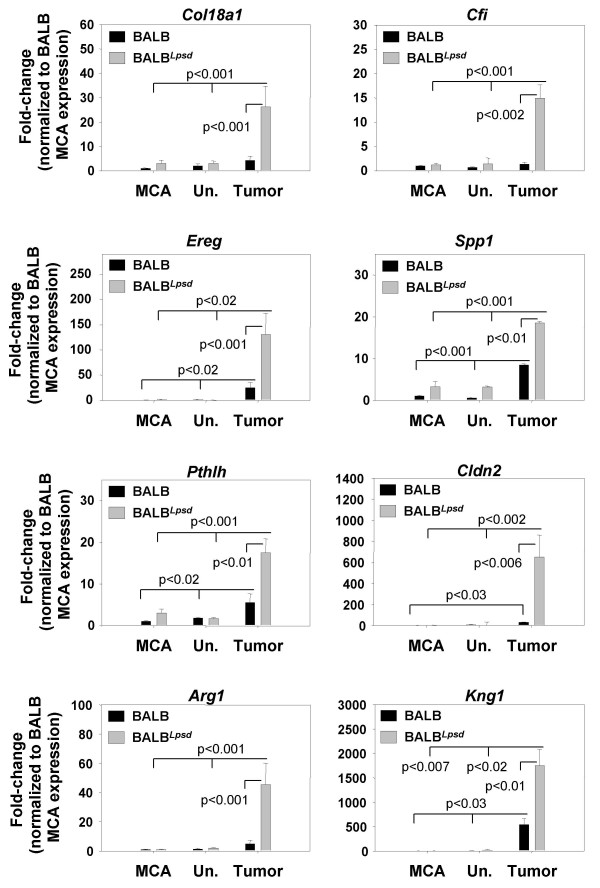
**Confirmation of select genes identified during progression (Protocol 2; MCA/BHT) in the BALB and BALB^*Lps*-*d *^mice**. These genes were selected based on the supervised microarray analysis in both strains 27 wks following MCA/BHT. Genes upregulated in the BALB^*Lps*-*d*^mice compared to BALB mice. Mean and SEM are presented; n = 4-5 mice/experimental group. P values are indicated on the graphs for each gene; comparisons are between MCA/BHT treatment and MCA/oil controls or between BALB^*Lps*-*d *^compared to BALB mice.

We then compared the summary GO categories for the genes identified using Protocol 1 (tumor promotion; early) and Protocol 2 (tumor progression; late). Pie charts illustrate the number of genes in each of 12 summary categories with altered transcript levels at early and advanced stages of carcinogenesis (Figure 6). This figure demonstrates an increase in the number of genes in cell growth, shape and protein synthesis and targeting, and transcription categories early in the response followed by a switch to more inflammation and immune responses, as well as apoptosis, protein synthesis, and cell growth, during the advanced stages of tumorigenesis.

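Gene lists fixed apart from the paper were also read in tumors. Ribosome biogenesis genes, high 1 day after BHT in both strains, had 4 of 28 members higher in BALBLps-d tumors and 3 in the BALB tumor, with median log2 changes of 0.17 and 0.21 and limma as the test, and 1 member, Gar1 (-0.82), was lower in the BALB tumor. Of 13 NRF2 antioxidant genes, 2 rose in BALBLps-d tumors, and in the BALB tumor 2 rose and 2 fell. Of 15 ERK-responsive genes, 4 rose and 2 fell in tumors of BALBLps-d mice, and 4 rose and 2 fell in the BALB tumor, and Ier3 was lower in both (-0.94 and -1.29). Chemokines had 8 of 28 members higher and 3 lower in BALBLps-d tumors and 5 higher and 4 lower in the BALB tumor. Cxcl1, a neutrophil chemokine, rose by 2.31 and 4.07. Lcn2, a neutrophil and epithelial protein, rose by 2.61 and 3.10, and Mmp12 by 4.50 and 4.05. Of 13 genes of the TLR4 pathway, 2 rose in BALBLps-d and 5 in BALB tumors, among them the co-receptor Cd14 (3.57 and 2.12) and the LPS-binding protein Lbp (1.79 and 2.44). At 1 day after BHT 2 and 1 of the same 13 had risen. Of 12 B cell markers, 2 and 2 fell in tumors and 10 and 10 were not called, with camera adjusted p = 0.00686 in BALBLps-d and 0.0213 in BALB (adjusted p = 0.528 and adjusted p = 0.594 with an estimated correlation). Of 19 interferon-stimulated genes, 4 and 1 were lower in tumors, and 8 in BALBLps-d lung at 1 day (camera adjusted p = 0.000111, adjusted p = 0.158 with an estimated correlation). Protocols were fitted apart, and a difference between them was not tested. Without 1 of the arrays, the calls of Cxcl1 and Lcn2 in BALBLps-d tumors, and of Lcn2 in the BALB tumor no longer held. Under quantile normalization, the call of Mmp12 in the BALB tumor was lost.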

**Figure 6:**
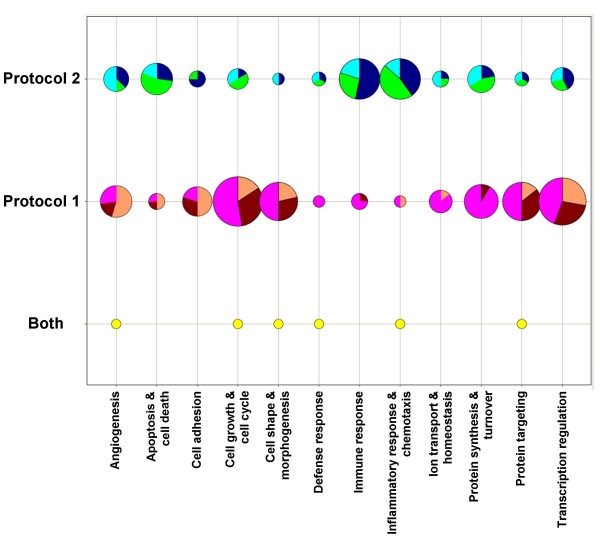
**Pie chart comparison of the genes involved during early and late stages of carcinogenesis**. Protocol 1 (promotion; Figure 1A-B) and protocol 2 (advanced; Figure 4A-B) genes representing the major GO categories for these early and more advanced events during tumorigenesis are compared. Pie charts represent the number of genes in each group; largest circle contains 19 genes, the smallest 1. Protocol 2 colors: Down_BALB_Tumor, navy; Up_BALB_Tumor, aqua; Up_BALB^*Lps*-*d*^_Tumor, bright green. Protocol 1 colors: Down_BALB^*Lps*-*d*^_BHT_1dy, maroon; Up_BALB^*Lps*-*d *^_BHT_1dy, magenta; BHT_1day_BALB_recovery, orange. Genes selected in both Protocols are in yellow.

To better understand the role of the microenvironment in the uninvolved tissue from tumor-bearing lungs in BALB and BALB^*Lpsd *^mice, we then analyzed differential transcript expression in uninvolved tissue from tumor bearing lungs. Additional file 2, Table S1 contains those genes differentially expressed in uninvolved tissue between strains (all have p < 0.05 and two-fold or greater change in expression). The most dominant GO categories in BALB^*Lps*-*d *^uninvolved tissue were immune response (*p *< 0.001) and immune system process (*p *< 0.005) with those genes upregulated ≥ 2 fold in BALB^*Lps*-*d *^uninvolved tissue compared to BALB uninvolved tissue (e.g. chemokine (C-C motif) receptor 1 (*Ccr2*; p < 0.05) (Additional file 2: Table S1, Tab A and Tab F). 

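In uninvolved tissue few probe sets passed the test between the strains in the main model, 18 higher and 25 lower in BALBLps-d. In limma 3807 had an unadjusted p under 0.05. Many more passed with all 23 MOE430Av2 arrays in the model and fewer without moderation, as given in the closing section. The total of 43 was 8 without the higher-numbered BALB array, and 23 and 21 without the lower-numbered and the higher-numbered BALBLps-d array, and 127 with quantile normalization. The higher ones included the platelet integrin Itga2b (1.01, SE 0.05, adjusted p = 0.00152), the kinase Syk of immune receptor signalling (0.92), the T cell kinase Prkcq (0.79), the lymphoid protein Lrmp (1.69) and Arhgap4 (1.81). The lower ones included Arl2bp (-5.58, SE 0.31, adjusted p = 0.00334), the tryptophan dioxygenase Tdo2 (-2.86, SE 0.13, adjusted p = 0.00152), the clock gene Per2 (-2.19; -1.51, adjusted p = 0.419 at its probe set with the largest spread) and Npr3 (-2.48). Lymphocyte markers lay higher in BALBLps-d uninvolved tissue as lists. Of 12 B cell markers none passed over all probe sets and 10 were higher when adjusted over the list alone, with a median log2 difference of 1.78. Of 11 NK and cytotoxic cell genes the numbers were 0 and 7, with a median of 0.99, and of 14 T cell markers 0 and 5, with 0.23. Camera gave adjusted p values of 1.38e-05, 0.000234 and 0.0108 to these lists, and adjusted p = 0.338, adjusted p = 0.338 and adjusted p = 0.436 with an estimated correlation. Lists of other kinds lay lower in BALBLps-d uninvolved tissue. Endothelial markers had a median of -0.31 with none of 19 called by limma (camera adjusted p = 0.000627, adjusted p = 0.338 with an estimated correlation), and extracellular matrix genes of -0.29 with 1 of 21 called, Lox (camera adjusted p = 0.00202, adjusted p = 0.338 with an estimated correlation). Medians of p53 target and ERK-responsive genes were -0.19 and -0.31, with camera adjusted p = 0.011 and 0.0207, and adjusted p = 0.338 for both with an estimated correlation. Ccr2 (1.68, SE 0.35, adjusted p = 0.132), Ccl5 (1.49, SE 0.36, adjusted p = 0.162) and Cd3d (1.74, SE 0.48, adjusted p = 0.186), named by the study, did not pass the test at 2 arrays per strain. Of 18 macrophage markers none was called, with a median of 0.16. Platelet genes had 1 of 10 called (3 adjusted over the list alone) and camera adjusted p = 0.00318 (adjusted p = 0.338 with an estimated correlation). Of the signs of RNA quality, that of Actb lay lower and that of 18S higher in BALBLps-d uninvolved tissue, and whether RNA quality moved these values was not tested. Leaving out 1 array ended the calls of Syk, Prkcq, Lrmp, Arhgap4, Arl2bp and Npr3 in uninvolved tissue. From the immune transcripts in uninvolved and tumor tissue, the paper proposes that the lungs of BALBLps-d mice are likely to give tumors a more aggressive microenvironment.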

The major categories in BALB uninvolved tissue were hemopoietic cell lineage (*p *< 0.004), immune system process (*p *< 0.015), leukocyte differentiation (*p *< 0.027) for those genes 50% down-regulated (e.g. chemokine (C-C motif) ligand 5 (*Ccl5*), CD3 antigen, delta polypeptide (*Cd3d*)) compared to BALB^*Lps*-*d *^(Additional file 2: Table S1, Tab A and Tab E). 

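Lymphocyte markers lay higher in BALBLps-d than in BALB arrays in each tissue of Protocol 2, of which tumor and uninvolved tissue came from the same mice. The mean of B and T cell markers, on the centred log2 scale, was 1.01 and 0.65 in the BALBLps-d uninvolved arrays and -0.08 and -0.39 in those of BALB. It was -0.11 and 0.19 in BALBLps-d tumors and -0.69 in the BALB tumor. In MCA/oil lung, which had no BHT, it was 0.63 and 0.79 in BALBLps-d and 0.37 and -0.29 in BALB. There B cell markers had a median strain difference of 0.86, with none of 12 called over all probe sets and 4 higher when adjusted over the list alone, at 1114 probe sets with an unadjusted p under 0.05 in limma. T cell markers had 0.58 (2 of 14 adjusted over the list alone). Camera adjusted p values in MCA/oil lung were 4.17e-06 and 0.000353, and adjusted p = 0.885 and adjusted p = 0.885 with an estimated correlation. In the BALB arrays of MCA/oil lung the means of the B cell markers were 0.55 and -0.60, so that the gap between the strains there rests mainly on replicate 2. Between the tumors the B cell list had a median of 1.04 with 0 of 12 called by limma, and the T cell list of 0.30 with 0 of 14, at 3850 probe sets with an unadjusted p under 0.05. Their camera adjusted p values were 0.0201 and 0.162, and adjusted p = 0.865 and adjusted p = 0.896 with an estimated correlation. The 18S and Actb signs of RNA quality stood apart between the strains in tumors and in uninvolved tissue, and their effect was not tested. Between the tumors Ccr2 (1.52, adjusted p = 0.146), Ccl5 (1.08, adjusted p = 0.288) and S100a8 (1.68, adjusted p = 0.182) did not pass the test. The monocyte co-receptor Cd14 was higher in BALBLps-d tumors (1.52, SE 0.17, adjusted p = 0.0128). Quantile normalization ended the call of Cd14 between the tumors.

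**Figure D4:**
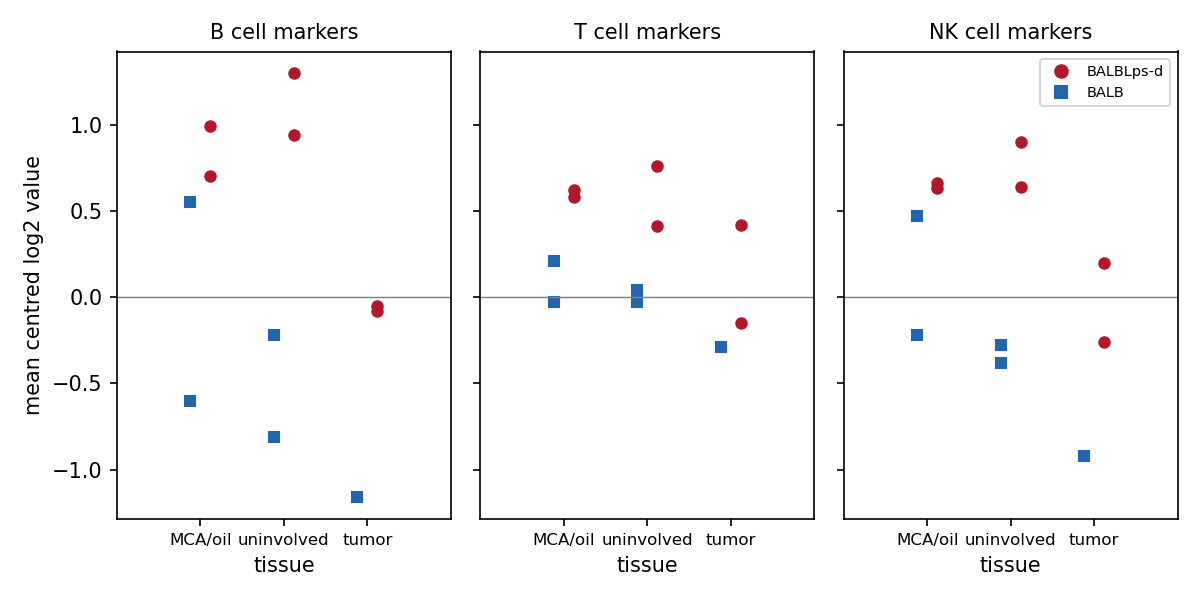
Mean centred log2 value of B cell, T cell and NK cell markers (vertical axis) on each of the 11 arrays of Protocol 2, by tissue (horizontal axis). Circles are BALBLps-d arrays and squares BALB arrays. BALBLps-d arrays lie above BALB arrays in each of the 3 tissues for the B cell markers, most clearly in uninvolved tissue.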

The analysis of uninvolved tissue supports the above transcript analysis in micro-dissected tumors where more immune and inflammatory transcripts were elevated in BALB^*Lpsd *^and decreased in BALB mice.

## Discussion

We previously demonstrated that lung carcinogenesis was enhanced in mice with dysfunctional *Tlr4*, likely due to greater chronic inflammation during tumor promotion in the *Tlr4 *mutant mice relative to the *Tlr4 *wild type strain [20]. In the present study, we found that TLR4 also protects against the inflammation observed during the advanced stages of tumorigenesis (see Figure 3) which supports our previous findings [20]. Using transcriptomics and integrative biology, we have also identified *Tlr4*-modulated gene expression pathways that distinguish the tumor promotion stage (Protocol 1) and the progression stage (Protocol 2) of tumorigenesis. These novel *Tlr4*-mediated pathways and gene signatures provide insight to the protective effect of TLR4 against lung carcinogenesis and may provide a means to develop diagnostic tests to identify individuals at risk for the disease.

We identified many novel genes with increased transcript levels in *Tlr4*-mutated mice (BALB^*Lps*-*d*^) after BHT. These include *Ereg*, heparin-binding EGF-like growth factor (*Hbegf*), high mobility group AT-hook 1 (*Hmga1*), myelocytomatosis oncogene (*Myc*), *Spp1*, and *Tnc*, and they are associated with GO categories that are consistent with early stages of carcinogenesis (cell cycle and growth, angiogenesis, protein synthesis and targeting, and transcription). 

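Of 10 measured EGF receptor ligands and receptors, 4 rose and 1 fell in BALBLps-d lung 1 day after BHT, with 4 and 1 adjusted over the list alone, and 1 rose in BALB lung (3 adjusted over the list alone). Hbegf rose in both strains, by 2.30 (SE 0.23, limma adjusted p = 2.13e-05) in BALBLps-d lung and by 1.85 (SE 0.23, limma adjusted p = 0.000417) in BALB lung, and the difference was 0.45, adjusted p = 0.642. The transcription factor Myc rose by 3.45, SE 0.38, adjusted p = 4.27e-05 and 2.00, SE 0.38, adjusted p = 0.00566, with a difference of 1.45, adjusted p = 0.245. Hmga1, an architectural chromatin protein, rose in BALBLps-d lung (0.80, SE 0.24, adjusted p = 0.0301) and was 0.19, adjusted p = 0.925 in BALB lung. Its difference between the strains was 0.61, adjusted p = 0.506. Of 15 ERK-responsive genes, which lie downstream of EGF receptor signalling among other inputs, 10 rose and 2 fell in BALBLps-d lung and 6 rose in BALB lung, with the same counts of increases adjusted over the list alone. Egr1 rose by 2.45 and 1.82, Junb by 1.48 and 0.66, and Phlda1 rose in BALBLps-d lung by 2.04. Camera gave an adjusted p of 0.00077 for the ERK list in BALBLps-d lung (adjusted p = 0.158 with an estimated correlation) and of 1.1e-05 in BALB lung (adjusted p = 0.0982 with an estimated correlation). For the EGF receptor list it gave 0.042 (adjusted p = 0.276 with an estimated correlation) and 0.0223 (adjusted p = 0.259 with an estimated correlation). Neither list was called for a difference between the strains (camera adjusted p = 0.563 and 0.322). Without 1 of the arrays, the calls of Hmga1 in BALBLps-d lung at 1 day, and of Junb in BALB lung at 1 day no longer held. A model with only the groups compared ended the calls of Hbegf, Myc and Egr1 in BALB lung at 1 day. From the categories of genes found during promotion, such as Ereg, Hbegf and Spp1, and from Gja1, the paper proposes that EGFR signalling may be behind the proliferative response of Tlr4 mutant mice.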

*Ereg *and *Hbegf *are epidermal growth factor receptor (EGFR) ligands that can bind and activate the ERBB family of receptors [27]. EREG is an intratumoral marker for advanced NCSLC [28] and is upregulated in cancer cell lines [29,30]. *Spp1 *is a chemokine-like protein that appears to have a role in macrophage infiltration, among other functions [31], and has been identified as a lung AC biomarker [32]. *Spp1 *can also be activated by Kirstein ras proto-oncogene (K-RAS) in lung neoplasia [33]. Because *Ereg *and *Spp1 *(among others) are elevated at early (during promotion) and late (during progression) stages, these genes may play a role in the transition from initiated cell through promotion (adenomas) to progression (carcinomas).

Mutated *Tlr4 *caused increased inflammation in tumor-bearing mice (Figure 3). The majority of the transcripts that were significantly decreased in the uninvolved tissue in the BALB mice compared to BALB^*Lps*-*d *^mice were from genes involved in inflammation and immune responses, e.g. *Ccl5 *and *Cd3d *(Additional file 2, Table S1). Additionally, transcripts from immune response genes (such as *Ccr2) *were increased in the BALB^*Lps*-*d *^uninvolved tissue compared to BALB uninvolved tissue. Thus, these data are consistent with the increased inflammation observed in the BALF from BALB^*Lps*-*d *^mice (Figure 3). For example, CCR2 is the receptor for monocyte chemoattractant protein-1 (MCP-1) that modulates the innate immune response and recruits monocytes/macrophages to sites of inflammation [34]. In uninvolved tissue from the BALB^*Lps*-*d *^mice treated with MCA/BHT, we found a 1.5-fold increase in MCP-1 protein levels above MCA/oil controls compared to no increase in the BALB mice (preliminary ELISA analysis not shown). Because macrophages were recruited to the lungs but do not infiltrate the tumors [35], it is not surprising that chemokines specific to these cell types were upregulated in uninvolved tissue.

Some overlap in biological functions were found based on our analysis (see Fig 6). For example, GO categories for cell cycle and growth (*Ereg*), inflammation (*Spp1*), and development (ornithine decarboxylase (*Odc1*)) contained genes identified in promotion and progression expression patterns for BALB^*Lpsd *^upregulated genes. 

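Odc1, the rate-limiting enzyme of polyamine synthesis, rose 1 day after BHT in BALBLps-d lung (1.21, SE 0.12, adjusted p = 1.69e-05) and in BALB lung (1.01, SE 0.12, adjusted p = 0.000276) in limma, n = 3 mice per group. In tumors it was 0.78, adjusted p = 0.129 in BALBLps-d and 0.21, adjusted p = 0.95 in BALB against MCA/oil lung, and between the tumors 0.66, adjusted p = 0.403. Spermidine synthase, Srm, rose by 1.87 and 1.17 at 1 day. In tumors Sat1, which breaks polyamines down, rose by 0.75 in BALBLps-d and 0.70 in BALB mice. When 1 array was left out, the calls of Srm in BALB lung at 1 day, and of Sat1 in BALBLps-d tumors, and of Sat1 in the BALB tumor were lost.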

*Arg1 *induces polyamine synthesis and hence proliferation, through ODC1 and was also significantly up-regulated in the BALB^*Lps*-*d *^tumors (Figure 5; [35]).

Based on the major GO categories identified, we propose that several key pathways are influenced by TLR4 deficiency during carcinogenesis (Figure 7). Many of the genes identified during promotion (e.g. *Ereg*, *Hbegf*, *and Spp1) *can signal through EGFR or are involved in EGFR signaling events which can then lead to cell growth and eventual tumor development (Figure 7A). 

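Gja1, which encodes the gap junction protein connexin 43, was read by 6 probe sets that did not move alike. At 1 day after BHT the probe set with the largest spread was 0.73, SE 0.23, adjusted p = 0.0611 against oil in BALB lung and -0.59, SE 0.23, adjusted p = 0.0799 in BALBLps-d lung in limma. The strain difference at that probe set was -1.32, SE 0.32, adjusted p = 0.0665. The other 5 probe sets changed by 0.07 to 0.72 in BALB lung and by 0.22 to 1.03 in BALBLps-d lung. At 3 days the same probe set was lower in BALBLps-d than in BALB lung (-1.33, SE 0.23, adjusted p = 0.0024), while the other 5 were at 0.27 to 0.42. In each strain 3 mice were measured per time point. Timp2, an inhibitor of metalloproteinases, fell by 2.29 in BALBLps-d lung and by 1.21 in BALB lung at 1 day on the log2 scale, and the difference was -1.07, adjusted p = 0.35. This is its most variable probe set. The other 5 changed by -0.93 to 0.03 in BALBLps-d lung and by -0.99 to 0 in BALB lung, with strain differences of -0.25 to 0.2. Leaving out 1 array ended the call of Timp2 in BALB lung at 1 day.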

Other genes inhibited by EGFR signaling, such as gap junction protein alpha 1 (*Gja1*), a mediator for cell-cell communication in lung epithelial cells that is down-regulated in human and mouse lung cancer [36,37], were elevated in the BALB mice (*Gja1*, confirmed by PCR, data not shown). Thus, during promotion, the EGFR pathway may drive the proliferative response in the *Tlr4 *mutant mice while inhibiting cell-cell communication, which provides a growth advantage for the initiated cells. 

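The chemokine Cxcl2 was lower in BALBLps-d tumors than in the BALB tumor (-1.68, SE 0.09, adjusted p = 0.000723 in limma) and also differed between the strains in its change from MCA/oil lung (-1.63, SE 0.11, adjusted p = 0.00361). Il1rn, the IL-1 receptor antagonist, rose against MCA/oil lung in tumors of BALBLps-d mice (1.58) and of BALB mice (1.87), with 0.03, adjusted p = 0.921 between them at the probe set with the largest spread. Another probe set of Il1rn rose in the BALB tumor (1.21), was 0.13, adjusted p = 0.125 in BALBLps-d tumors, and was lower in BALBLps-d than in the BALB tumor (-1.05, SE 0.06, adjusted p = 0.000727). The remaining one was 0.14, adjusted p = 0.599 between them. Utrn, utrophin, fell in both (-1.20 and -1.32) and was 0.21, adjusted p = 0.748 between them. Its other probe sets were at -0.39 and -0.42 in BALBLps-d tumors, at -0.03 and -1.59 in the BALB tumor, and at 0.03 and 1.01 between them. S100a8, a neutrophil protein, fell by 1.76 and 2.46 in the tumors on the log2 scale. Ccr2, a chemokine receptor, was -1.30, adjusted p = 0.105 in the BALB tumor against MCA/oil lung. Enpp2, the enzyme autotaxin, was at 0.07 and 0.01 in tumors against MCA/oil lung and 0.12, adjusted p = 0.565 between them, and Gja1 at its most variable probe set was lower in BALBLps-d than in BALB tumors (-2.28, SE 0.12, adjusted p = 0.000723), where its other 5 probe sets were at -0.29 to -0.05. Of 13 neutrophil markers, none was called by limma between the tumors, and of 12 IL-6 family genes none, against 3850 probe sets at an unadjusted p under 0.05. Their medians were 0.06 and 0.06. EGF receptor genes between the tumors had 0 of 10 called and a median of 0.24, and in BALBLps-d tumors 3 of 10 rose against MCA/oil lung, Erbb3 (1.16) and Btc (1.02) besides Ereg. Egfr itself was -1.09, adjusted p = 0.091 in BALBLps-d tumors and -1.75, adjusted p = 0.0417 in the BALB tumor. The calls of Utrn, S100a8 and Btc in BALBLps-d tumors, and of Utrn and Egfr in the BALB tumor were lost when 1 array was left out. Under quantile normalization, the calls of S100a8 in the BALB tumor, and of Cxcl2 for the difference of the tumor changes, and of Gja1 between the tumors were lost.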

During progression (Figure 7B), many inflammation, chemotactic and immune response genes were elevated in the BALB^*Lps*-*d *^mice and decreased in the BALB mice, likely providing a more aggressive microenvironment for tumor growth. At the same time, several proliferative pathways were elevated in the BALB^*Lps*-*d *^mice (e.g. EGFR), further increasing the chance of tumor growth and progression. Thus, based on our analysis of pathways downstream of TLR4 or those downstream of mice lacking TLR4, it will be important to focus future studies on these specific pathways to further elucidate the mechanisms of TLR4-mediated protection against BHT-induced inflammation and tumor promotion, as the two phenomena are certainly linked. However, other genes that were over the set p value for the DAVID analysis with the progression study (and thus not found in Tables 3 and 4) but that were identified in the "up_KO_tumor" profile, provide additional evidence for similarities between the early and advanced stages of carcinogenesis. For example, *Pthlh *(Figure 5) is located in the pulmonary adenoma susceptibility 1 (*Pas1*) gene cluster near *Kras *on mouse chromosome 6 [38]. *Pthlh *is also associated with decreased survival in lung AC patients [39] possibly through EGFR ligand activation [33]. In addition, PTHLH induces MCP-1 in prostate cancer which can lead to increased proliferation [40].

**Figure 7:**
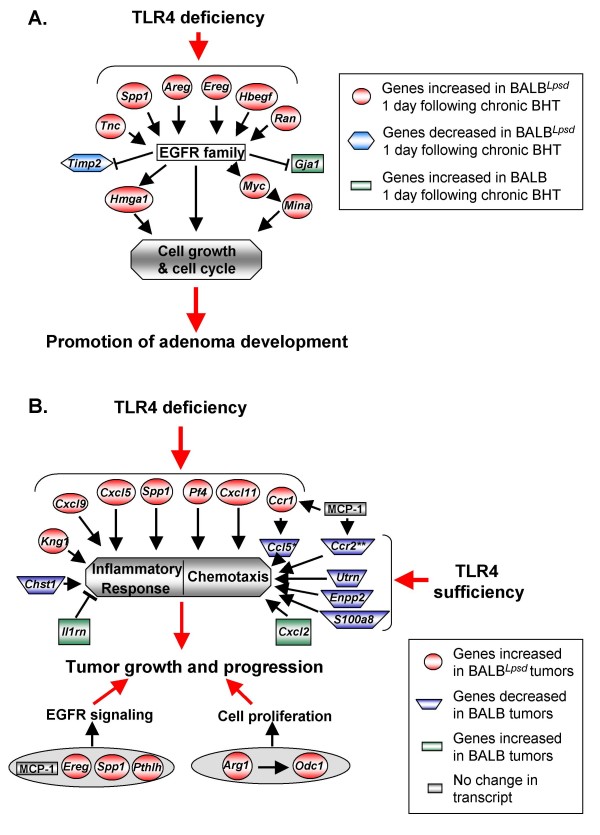
**Proposed pathways for promotion (A) and progression genes (B) influenced by TLR4**. A. Promotion genes primarily signal through or are involved in EGFR signaling which may lead to cell growth and eventual tumor development. Thus, the EGFR pathway may drive the proliferative response in mice deficient in *Tlr4 *and concurrently inhibit communication between cells (*Gja1*), thus providing a growth advantage. References for gene interactions not described in text: *Ran*, [49]; *Myc*, [50]; *Hmag1*, [51]; *Tnc*, [52]; *Mina*, [53], *Timp2 *[54]. Symbols: red, genes increased in BALB^*Lps*-*d *^mice 1 day Protocol 1; blue, genes decreased in BALB^*Lps*-*d *^mice 1 day Protocol; green, genes increased in BALB mice 1 day Protocol 1. B. During progression, the combination of inflammation observed in BALB^*Lps*-*d *^mice in concert with up-regulation of these and other immune response genes, the many inflammation and immune response genes that were down regulated in BALB mice, and the additional contribution of cell growth genes (e.g. SPP1; [31], MCP-1; [55], supports a role of TLR4 in protection against lung tumor progression. Symbols: red, genes increased in BALB^*Lps*-*d*^tumors; blue, genes decreased in BALB tumors; green, genes increased in BALB tumors; grey, protein changes in uninvolved tissue from the BALB^*Lps*-*d *^mice. *Also decreased in BALB uninvolved tissue; **Also increased in BALB^*Lps*-*d *^uninvolved tissue. Abbreviations: *Ccr2*, chemokine (C-C motif) receptor 1; *Chst1*, carbohydrate sulfotransferase 1, *Cxcl2*, chemokine (C-X-C motif) ligand 2; *Enpp2*, ectonucleotide phosphodiesterase 2; *Il1rn*, interleukin 1 receptor antagonist; *S100a8*, S100 calcium binding protein A8; *Timp2*, tissue inhibitor of metalloproteinases; *Utrn*, utrophin.

Several investigations have characterized gene transcripts in human and mouse lung AC [25,41-45]. Stearman et al. [25] compared human and mouse genes responsible for lung AC; one gene identified was (*Spp1*) that was increased in BALB^*Lps*-*d *^during both protocols (Tables 1, 2, 3 and 4). However, several other genes in our study were either significantly upregulated (such as *Tyms*, thymidylate synthase) or downregulated (such as *Aldh1a1*, aldehyde dehydrogenase 1a1, and *Vwf*, Von Willebrand factor) in the tumors from both strains (all ≥ 2-fold or ≥ 50%; p < 0.05), similar to the A/J mice used by Stearman et al. These genes may be more general markers of advanced stages of tumorigenesis and their identification in our study supports the comparison between species and strain. 

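Aldh1a1, a retinaldehyde dehydrogenase, fell in tumors of both strains, by 1.01 (SE 0.09, limma adjusted p = 0.00126) in BALBLps-d and by 1.86 (SE 0.10, limma adjusted p = 0.000385) in BALB on the log2 scale against MCA/oil lung. Vwf, the von Willebrand factor of endothelium, fell in the BALB tumor (-2.72, SE 0.32, adjusted p = 0.00379) and was -0.85, SE 0.26, adjusted p = 0.0817 in BALBLps-d tumors. Tyms, thymidylate synthase, was 0.22, adjusted p = 0.295 and 0.01, adjusted p = 0.996. Tumor means rest on 2 BALBLps-d arrays and 1 BALB array of tumor. Quantile normalization ended the call of Vwf in the BALB tumor.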

The mouse lung AC model was similar to human AC in the molecular changes that occurred during carcinogenesis [25]. In a microarray study using *K-ras *over-expressing mice, *Ereg *was identified as a significantly upregulated transcript in lung tumors [43], which also supports our results. Additional human microarray studies that assessed lung tissue from smokers [44], and tumor tissue from patients with AC and squamous cell carcinoma, another NSCLC, identified other unique genes [41,42,45] such as *Cdkn1a*, cyclin-dependent kinase inhibitor 1A (P21), up in BALB^*Lps*-*d *^(Table 1). Thus, a number of the genes identified in the present study were also identified in human studies and were all associated with either inflammation or cell growth. However, due to the specific TLR4 focus in our model, as well as differences in tumor histology and grade, tumor size, node status, and margin status, many of the genes we identified were not found in these human and mouse microarray studies. In addition, the numbers of the presumptive bronchioalveolar stem cells (BASCs) expressing both a type II cell (prosurfactant apoprotein C; SPC) and Clara cell specific marker (Clara cell 10 kD protein; CC10) may also influence gene expression in these different models [46].

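Cdkn1a, which encodes the cell cycle inhibitor p21, rose in BALBLps-d lung 1 day after BHT by 1.84 on the log2 scale (SE 0.39, limma adjusted p = 0.00337, n = 3 mice per group). In BALB lung it was 0.81, adjusted p = 0.257, and the difference between the strains was 1.03, adjusted p = 0.465. Of 11 measured p53 target genes, 4 rose and 1 fell in BALBLps-d lung, with 4 and 1 adjusted over the list alone, and 3 rose in BALB lung (4 adjusted over the list alone). Ccng1, a cyclin induced by p53, rose by 1.15 and 1.12, and Phlda3 by 1.04 and 0.64. Camera adjusted p values of the list were 0.0448 (adjusted p = 0.242 with an estimated correlation) and 0.0223 (adjusted p = 0.199 with an estimated correlation). When 1 array was left out, the call of Phlda3 in BALB lung at 1 day was lost. In a model with only the groups compared, the call of Ccng1 in BALB lung at 1 day was lost.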

## Conclusion

In summary, based on our transcriptome analysis, the protective effect of TLR4 in lung carcinogenesis involves inhibition of multiple pathways, many of which overlap and likely interact, such as the EGFR and PTHLH pathways (Figure 7). EGFR activating mutations in human NSCLC correlates to positive Gefitinib (EGFR kinase inhibitor) responsiveness, thus deficiency in TLR4 in humans may further activate this pathway [47,48]. These studies have identified a novel panel of genes differentially expressed in mice with sufficient or deficient TLR4 during tumor promotion (such as those genes up-regulated in BALB^*Lps*-*d*^: amphiregulin (*Areg*), *Ereg*, *Hbegf*, *Hmga1*, *Myc*, myc induced nuclear antigen (*Mina*), ras-related nuclear protein (*Ran*), *Spp1*, and *Tnc; *see Figure 7A) and during progression stages of tumorigenesis (such as genes up-regulated in BALB^*Lps*-*d *^tumors: *Arg1*, chemokine (C-C motif) receptor 1 (*Ccr1*), platelet factor 4 (*Pf4*), chemokine (C-X-C motif) ligand 5 (*Cxcl5*), *Cxcl9, Cxcl11, Ereg, Kng1, Odc1*, *Pthlh*, and *Spp1*, see Figure 7B). These gene panels for early and advanced stages of tumorigenesis may be predictive determinants for tumor susceptibility in those individuals with altered innate immune systems. 

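Of the genes named for promotion, Mina (Riox2) rose 1 day after BHT by 1.10, SE 0.20, adjusted p = 0.00157 in BALBLps-d and by 0.77, SE 0.20, adjusted p = 0.0295 in BALB lung, and the nuclear transport GTPase Ran by 0.83, SE 0.14, adjusted p = 0.000715 and 0.72, SE 0.14, adjusted p = 0.0057 in limma. Neither differed between the strains (0.32, adjusted p = 0.702 and 0.11, adjusted p = 0.797). The annotation pairs no probe set with Areg alone. Of those named for progression, the platelet chemokine Pf4 was higher in BALBLps-d than in BALB tumors (2.55, SE 0.25, adjusted p = 0.00905) and differed in its change from MCA/oil lung (2.58, adjusted p = 0.042). Ccr1 was 1.03, adjusted p = 0.41 between the tumors. Against MCA/oil lung Cxcl9 was 3.73, adjusted p = 0.266, Cxcl11 2.37, adjusted p = 0.272 and Cxcl5 1.89, adjusted p = 0.0472 in BALBLps-d tumors. Without 1 of the arrays, the calls of Mina in BALB lung at 1 day, and of Cxcl5 in BALBLps-d tumors, and of Pf4 for the difference of the tumor changes no longer held. Under quantile normalization, the call of Pf4 between the tumors was lost. A model with only the groups compared ended the call of Ran in BALB lung at 1 day.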

The mouse model will allow us to test the significance of these genes in lung AC using *in vivo *and *in vitro *molecular techniques, such as transgenic or knock-out mice/cells, as well as siRNA, in order to elucidate additional pathways to target for future therapies. In addition, these gene profiles may aid in our understanding of those individuals occupationally exposed to endotoxin who appear to have reduced lung cancer risk [15-17].

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

AKB designed and performed the mouse experiments including collecting and analyzing data, RNA isolation, Genespring analysis, PCR, and wrote the manuscript. J. Fostel performed the unsupervised microarray analysis with Spotfire and assisted in writing the manuscript. LMD and CW assisted in the mouse experiments. EAR performed data analysis. SFG performed the microarray analyses, from RNA purity testing to hybridization and array scanning. JF assisted in the immunohistochemical staining. SRK assisted in the microarray bioinformatic analysis and the writing of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Additional Figure 1.** Experimental design. A) Protocol 1 (Promotion stage) involved exposure to BHT (150-200 mg/kg/week) or oil control in four weekly ip injections. Mice were sacrificed 1 and 3 days following the last dose of BHT and processed for BAL analysis and RNA extraction. B) Protocol 2 (Progression stage) involved a single injection of the initiator MCA (10 μg/g) followed by 6 weekly ip injections of either BHT (125-200 mg/kg/week; "promoter") or oil. Mice were sacrificed 27 weeks following the MCA exposure. Tumors and adjacent uninvolved tissue were micro-dissected for transcriptomic analysis, as well as assessment of pulmonary inflammation by BAL analysis and histology. Click here for file

Additional file 2 **Additional Table 1: A comprehensive compilation of all the data used for the analyses**. A) All microarray probes (Tab A) and profile(s) to which they were assigned. Flag columns: early clusters (columns D, E, L, M, N); late clusters (columns F, G, H, I, J, K). Data columns: BHT_1day up_KO_supervised (L) = early pattern (cluster 3), genes upregulated early in BALB^*Lpsd *^1 day following BHT vs. BALB; BHT_1day up_KO_unsupervised (E), genes with similar patterns as cluster 3 early (L); BHT_1day down_KO_supervised (M) = cluster 4 early, genes downregulated early (1 day following BHT) in BALB^*Lpsd *^vs. BALB; BHT_1day_down_KO_unsupervised (D), patterns similar to cluster 4 early (M); BHT_WT_recovery_unsupervised (N) genes with late recovery BALB^*Lpsd*^; Up_WT_tumor_supervised (F) = cluster 1 late, genes upregulated in BALB tumors vs. BALB^*Lpsd*^; Up_WT_tumor_unsupervised (J), patterns similar to cluster 1 late (F); Up_KO_tumor_supervised (G) = cluster 4 late, genes up-regulated in BALB^*Lpsd *^tumors vs. BALB; Up_KO_tumor_unsupervised (H), patterns similar to cluster 4 late (G); Down_WT_tumor-supervised (K) = cluster 5 late, genes down-regulated in BALB tumors vs. BALB^*Lpsd*^; Down_WT_tumor_unsupervised (I), patterns similar to cluster 5 late (K). Uninvolved genes: increased or decreased in BALB uninvolved tissue vs. BALB^*Lpsd *^(B); increased or decreased in BALB^*Lpsd *^uninvolved vs. BALB (C). B) DAVID analysis genes (Tab B) enrichment criteria: *p *values below 3 × 10^-4 ^(protocol 1, early genes) and 1 × 10^-4 ^(protocol 2, late genes); non-specific categories (> 100 genes) not included. Categories based on primary and secondary biological significance (D and E, respectively). C. DAVID analysis (Tab C), protocol 1 early genes based on combination in columns D, E, L, M, and N (Tab A). Red font = GO categories for selected analysis (SM Table 1B); yellow = categories not included. D. DAVID analysis (Tab D), protocol 2 late genes based on combination in columns F, G, H, I, J, and K (Tab A). Color scheme as described in C. E. DAVID analysis, protocol 2 uninvolved BALB genes (Tab A, column B). F. DAVID analysis, protocol 2 uninvolved BALB^*Lpsd *^genes in A (Tab A, column C). Click here for file

Additional file 3 **Additional Methods for the Affymetrix Mouse 430A_MOE array analysis**. Detailed methodology for the microarray analysis studies. Click here for file

Additional file 4 **Additional Table 2**. Primer pairs used for the qRT-PCR analysis as described in methods, for Figs. 2 and 5. Click here for file

Additional file 5 **Additional Figure 2: Heat maps of the same representative gene lists identified for protocol 1 depicted in Figure **1. A) Expression pattern for cluster 3 (BHT_1day up_KO) identified from supervised analysis in chronic BHT-treated BALB and BALB^*Lpsd *^mice over a time course (oil, 1 and 3 days following BHT). Each column represents an individual animal. From left to right, columns 2,3,6 = BALB, oil; columns 1,4,5 = BALB, 3 dy BHT; columns 13-15 = BALB, 1 dy BHT; columns 7-9 = BALB^*Lpsd*^, oil; columns 10-12 = BALB^*Lpsd*^, 3 dy BHT; columns 16-18 = BALB^*Lpsd*^, 1 dy BHT. B) Unsupervised analysis resulting in similar expression patterns to that identified in (A). From left to right, columns 1-3 = BALB, oil; columns 4-6 = BALB^*Lpsd*^, oil; columns 7-9 = BALB, 3 dy BHT; columns 10-12 = BALB^*Lpsd*^, 3 dy BHT; columns 13-15 = BALB, 1 dy BHT; columns 16-18 = BALB^*Lpsd*^, 1 dy BHT. N = 3 per treatment group for each strain. Y-axis is the probeset. Click here for file

Additional file 6 **Additional Figure 3: Heat maps of the same representative gene lists identified from protocol 2 depicted in Figure **4. A) Expression pattern for cluster 4 (Up_KO_tumor) identified by supervised analysis. From left to right, columns 1-2 = BALB^*Lspd*^, MCA/BHT-induced tumor tissue; column 3 = BALB, MCA/BHT-induced tumor tissue; columns 4-5 = BALB^*Lspd*^, MCA/BHT-induced uninvolved tissue; columns 6-7 = BALB^*Lspd*^, MCA exposed tissue; columns 8, 11 = BALB, MCA exposed tissue; columns 9-10 = BALB, MCA/BHT-induced uninvolved tissue. B) Unsupervised analysis with similar gene expression patterns to that observed in (A). From left to right, column 1 = BALB, MCA/BHT-induced tumor tissue; columns 2-3 = BALB^*Lspd*^, MCA/BHT-induced tumor tissue; columns 4-5, BALB^*Lspd*^, MCA/BHT-induced uninvolved tissue; columns 6,10 = BALB^*Lspd*^, MCA exposed tissue; columns 7-8, BALB, MCA/BHT-induced uninvolved tissue; columns 10-11 = BALB, MCA exposed tissue. N = 2 per treatment group, except BALB tumor (n = 1). Y-axis is the probeset. Click here for file

# Supplementary material for: Transcriptomic analysis of pathways regulated by toll-like receptor 4 in a murine model of chronic pulmonary inflammation and carcinogenesis
**Source:** Mol Cancer. 2009 Nov 19;8:107. doi: 10.1186/1476-4598-8-107
**Supplement:** Additional file 1 — Additional Figure 1. Experimental design. A) Protocol 1 (Promotion stage) involved exposure to BHT (150-200 mg/kg/week) or oil control in four weekly ip injections. Mice were sacrificed 1 and 3 days following the last dose of BHT and processed for BAL analysis and RNA extraction. B) Protocol 2 (Progression stage) involved a single injection of the initiator MCA (10 μg/g) followed by 6 weekly ip injections of either BHT (125-200 mg/kg/week; "promoter") or oil. Mice were sacrificed 27 weeks following the MCA exposure. Tumors and adjacent uninvolved tissue were micro-dissected for transcriptomic analysis, as well as assessment of pulmonary inflammation by BAL analysis and histology.

## Slide 1
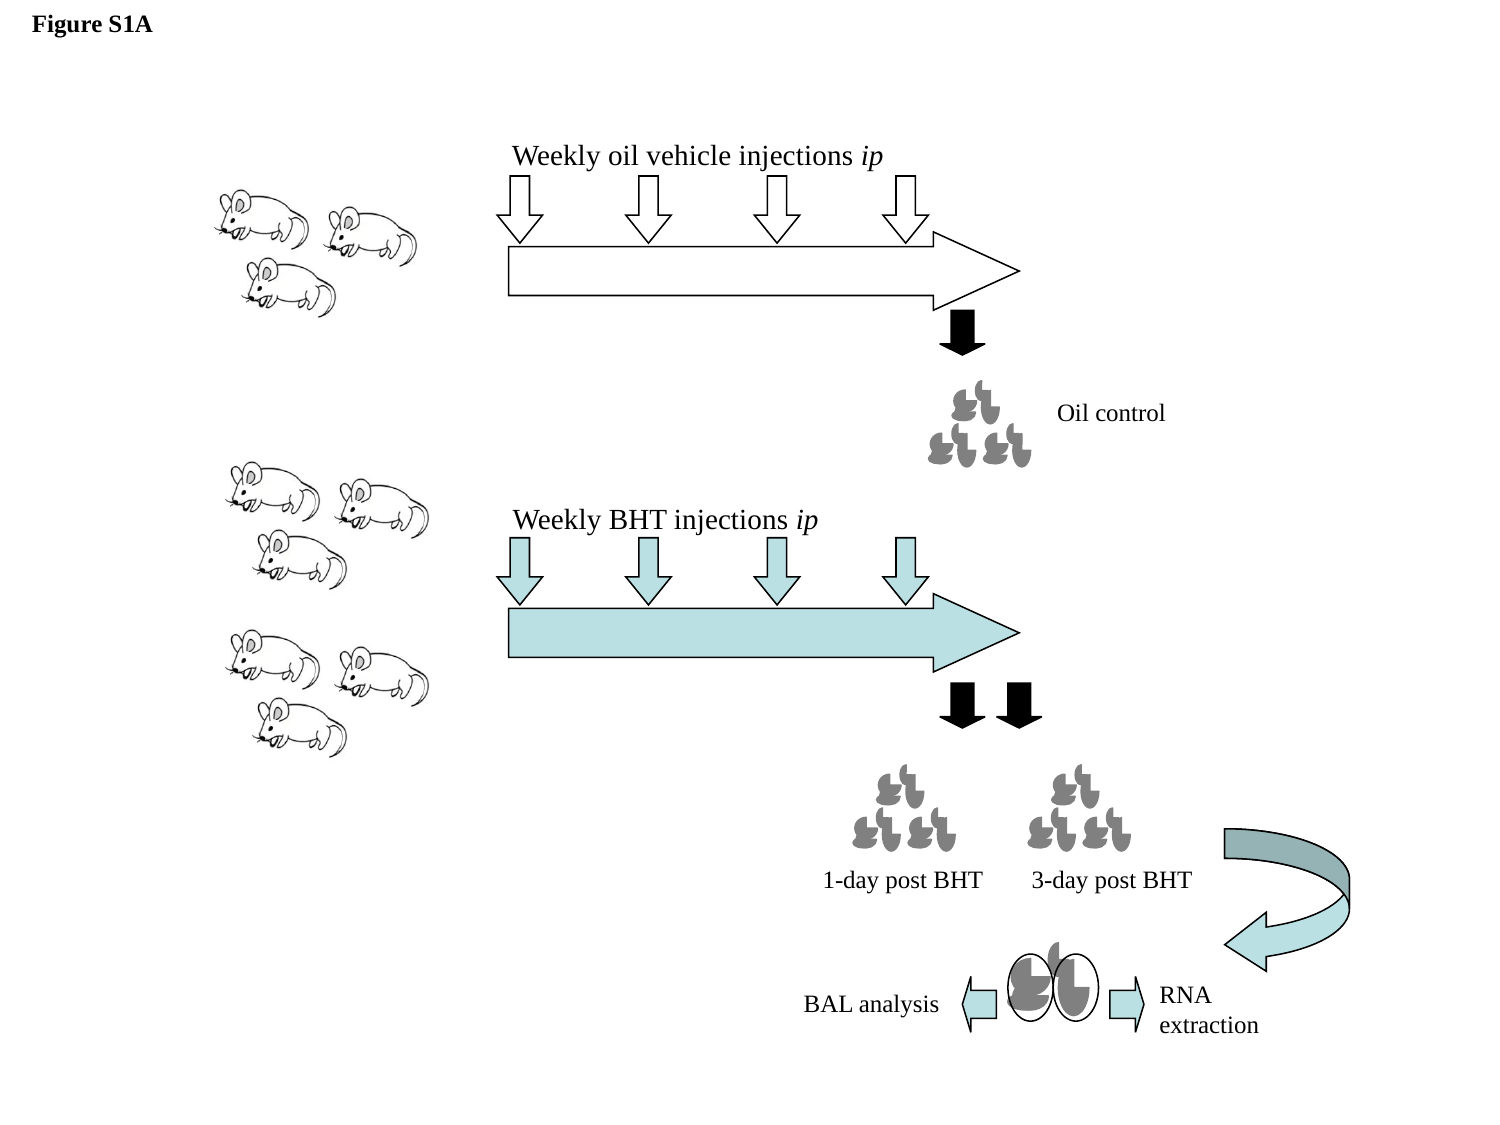

Figure S1A
Weekly oil vehicle injections ip
Oil control
Weekly BHT injections ip
1-day post BHT
3-day post BHT
BAL analysis
RNA extraction

## Slide 2
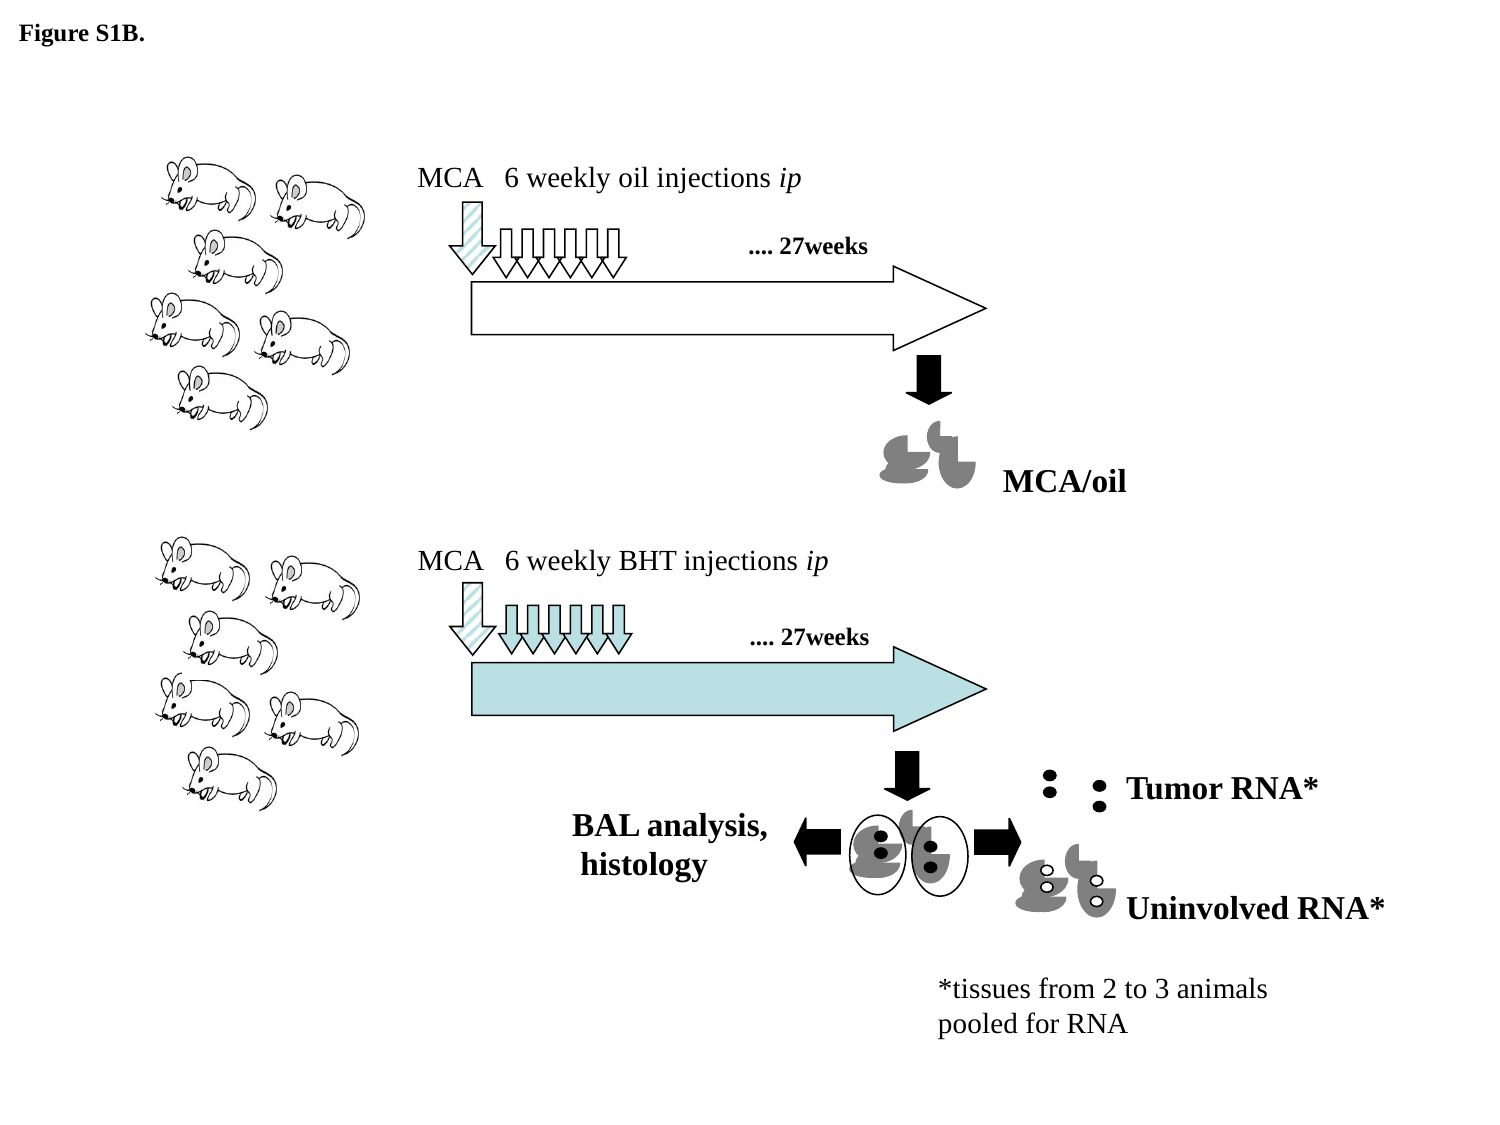

Figure S1B.
MCA
6 weekly oil injections ip
.... 27weeks
MCA/oil
MCA
6 weekly BHT injections ip
.... 27weeks
Tumor RNA*
Uninvolved RNA*
BAL analysis,
 histology
*tissues from 2 to 3 animals pooled for RNA

# Supplementary material for: Transcriptomic analysis of pathways regulated by toll-like receptor 4 in a murine model of chronic pulmonary inflammation and carcinogenesis
**Source:** Mol Cancer. 2009 Nov 19;8:107. doi: 10.1186/1476-4598-8-107
**Supplement:** Additional file 3 — Additional Methods for the Affymetrix Mouse 430A_MOE array analysis. Detailed methodology for the microarray analysis studies.

# Supplemental Methods

***Affymetrix Mouse 430A_MOE array analysis.***

Total RNA (1 µg) was amplified using the Affymetrix One-Cycle cDNA Synthesis protocol. For each array, 15 µg of amplified biotin-cRNAs was fragmented and hybridized to the array for 16 hours at 45ºC in a rotating hybridization oven using the Affymetrix Eukaryotic Target Hybridization Controls and protocol. Slides were stained with steptavidin/phycoerythrin using a double-antibody staining procedure and washed utilizing the Mini_euk2v3 Protocol of the Affymetrix Fluidics Station FS450 for antibody amplification. Arrays were scanned with an Affymetrix Scanner 3000 and data obtained using the GeneChip® Operating Software.

Because samples were hybridized to two different microarray platforms (MOE430A or MOE430Av2), data were merged based on common probeset identifiers. The CEL files for each array type (Affymetrix MOE430A or MOE430Av2) were normalized. in parallel using RMA (robust multi-array average) followed by z-transformation, or combined and normalized using singular value decomposition analysis [1, 2] followed by gc-RMA normalization [3] in order to minimize the effect of the two platforms used. 

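The arrays were deposited as separate tables for MOE430A (6 arrays) and MOE430Av2 (23 arrays), with 22690 probe sets in common. Values of a probe set are centred near 0, and column medians lay between -0.066 and 0.073. The smallest singular value over all 29 arrays was 1.36 and the next 20.6, so 1 direction was nearly removed from the joint table. The arrays weigh in that direction with 0.04 on average for the MOE430A arrays and 0.207 for the MOE430Av2 arrays. Among 6596 probe sets that hardly varied within either table, levels on the 6 arrays followed those on the 23 with a slope of 0.22. The means over the 23 arrays hardly spread, which pulls the slope down, so it cannot tell whether the zero point is shared. Mean values over the 6 arrays had an SD of 0.282 across probe sets, and those over the 23 arrays 0.015. No difference between an array of one type and an array of the other was therefore formed.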

Examination of principal components revealed these methods to be successful in minimizing platform effects on signal intensity.

*Supervised analysis.*The gc-RMA SVD-normalized data from Protocol 1 were loaded into GeneSpring GX 7.3.1 Expression Analysis Software (GeneSpring), transformed to linear scale and the mean intensity per gene acquired from array replicates under six experimental conditions was normalized to that in the oil (control) BALB group. A 2-way analysis of variance (ANOVA) followed by the Benjamini and Hochberg False Discovery Rate test for multiple comparisons was used to identify genes with significant (p<0.05) strain (BALB vs BALB*Lps-d*) vs time point (oil, 1, and 3 days following BHT) effects. Genes with greater than 2-fold change in expression compared to BALB oil controls at one or both time points were analyzed by *k*-means clustering, and 5 clusters of similar expression profiles were identified in the 476 genes; see Figure 1A for a representative pattern and Supplement Table 1A, column M, Complete GeneSpring early genes).

Data from Protocol 2 were analyzed in two ways, due to the low replicate number in the BALB tumor samples. Method 1 utilized Partek GS (St. Louis, MO) to generate ratios using the mean of the BALB MCA/oil samples as the reference, followed by two-way ANOVA with a 5% Benjamini-Hochberg False Discovery Rate test to identify genes with significant (p<0.05) strain (BALB or BALB*Lps-d*), treatment (MCA/oil, MCA/BHT tumor tissue, and MCA/BHT uninvolved tissue), and interaction effects. Specific contrasts were used to compare BALB tumor tissue with BALB*Lps-d* tumor tissue. This gene list was then imported into GeneSpring for cluster analysis (199 genes total; Supplement Materials Table 1A, column N, Complete GeneSpring late genes). In Method 2, gene lists were also generated for uninvolved tissues using Partek and the method employed for analysis of Protocol 1 samples (see Supplement Table 1A).

*Unsupervised analysis*. RMA- and z-transformed data from Protocols 1 and 2 were imported into Spotfire Decision Site (Spotfire, Somerville, MA) and analyzed separately by k-means clustering with k= 25 (early time points) or k=9 (late time points). The clusters were evaluated for biological interest, e.g. groups of profiles with changes in expression between various treatments and genetic effects which were also consistent across replicates. The centroid profile of each interesting cluster was used as a seed for similarity ranking of all profiles within the data set. Profiles similar to the seed profile were selected using an empirical cutoff in similarity score, based upon correlation with the seed profile. The sets of profiles selected for further analysis are shown in Supplement Material Table 1A, columns B, C, F, G, H and L.

Supplement Materials Table 1A contains a list of all the probes on the 430A microarray with annotation indicating cluster assignments for each probe and external IDs, gene description, GO annotation, and other information from the NetAffx site (http://www.affymetrix.com/analysis/index.affx). We identified a number of profiles of interest, and rather than provide individual gene lists we provide Supplement Materials Table 1A which has a flag column for each profile described in this paper. The flag column allows all the genes in that profile to be retrieved, together with their annotation. In addition, the Excel file permits the user to explore overlap among gene lists by selecting genes using one or more flag columns. The Legend to Supplement Materials provides a list of columns and a description of their contents. Flag columns B, C, F, G, H and L correspond to profiles found by unsupervised analysis, while columns D, E, I, J, and K correspond to profiles identified using supervised analysis. Both methods detected similar expression patterns; for instance both detected profiles which increased in samples taken 1 day following BHT treatment (profile 1) and which had a larger increase in BALB*Lps-d* mice (Figure 2).

The genes from the three patterns from Protocol 1 and the three common patterns from Protocol 2 were combined and analyzed using the functional classification available at DAVID (**D**atabase for **A**nnotation, **V**isualization and **I**ntegrated **D**iscovery http://david.abcc.ncifcrf.gov/; GO January 2008 version) in order to understand the total biological response to the experimental model. The output of this analysis is also provided (Supplement Materials Table 1C, early genes with GO categories; 1D late genes with GO categories). The genes in pathways with enrichment *p*-value below 3 X 10-4 (Protocol 1) and 1 X 10-4 (Protocol 2) were selected for further study (http://david.abcc.ncifcrf.gov/). Non-specific categories (defined as those with more than 100 genes, for example, “intrinsic to membrane”) were not included. Selected genes were annotated with their Gene Ontology (GO) Biological Process, and grouped to combine related categories within this sample (e.g. apoptosis and cell death were combined). This process resulted in 15 categories (Supplement Materials Table 1B). Three categories (metabolism, multicellular organismal development and signal transduction) were not numerically different between Protocols 1 and 2 and so were considered to contribute to the response under promotion and progression conditions. The distribution of transcripts in the remaining 12 categories and profiles are shown in Figure 3C.

**References**

1. Alter O, Brown PO, Botstein D: **Singular value decomposition for genome-wide expression data processing and modeling.** *Proc Natl Acad Sci U S A* 2000, **97:**10101-10106.

2. Nielsen TO, West RB, Linn SC, Alter O, Knowling MA, O'Connell JX, Zhu S, Fero M, Sherlock G, Pollack JR, et al: **Molecular characterization of soft tissue tumours: a gene expression study.** *Lancet* 2002, **359:**1301-1307.

3. Wu Z, Irizarry RA, Gentleman R, F. M-M, Spencer F: **A Model Based Background Adjustment for Oligonucleotide Expression Arrays.** *Journal of the American Statistical Association* 2004, **99:**909-917.

# Supplementary material for: Transcriptomic analysis of pathways regulated by toll-like receptor 4 in a murine model of chronic pulmonary inflammation and carcinogenesis
**Source:** Mol Cancer. 2009 Nov 19;8:107. doi: 10.1186/1476-4598-8-107
**Supplement:** Additional file 4 — Additional Table 2. Primer pairs used for the qRT-PCR analysis as described in methods, for Figs. 2 and 5.

**Table S2: Primer sequences for qRTPCR analysis.**

| **Name** |  | **Primer Sequence** | **Genbank**  **Accession no.** |
| --- | --- | --- | --- |
| Arg1 | Forward (5’3’) | TTA GAG ATT ATC GGA GCG CCT | NM_007482 |
|  | Reverse (5’3’) | AAG GAG CTG TCA TTA GGG ACA |  |
| Ccl17 | Forward (5’3’) | GTTCCAGGGATGCCATCGTGT | NM_011332 |
|  | Reverse (5’3’) | GCTGGTCACAGGCCGTTTTATG |  |
| Cfi | Forward (5’3’) | TGGCATTTATATCGGTGGCTGT | NM_007686 |
|  | Reverse (5’3’) | TCATTTTGGAAGGTGGCTCCAT |  |
| Cldn2 | Forward (5’3’) | TTCCTATGTTGGTGCCAGCATT | NM_016675 |
|  | Reverse (5’3’) | TACAAGCCAGCGAGGACATTG |  |
| *Col18a1* | Forward (5’3’) | CCCATCCTCAGGTTTGTCTCTCA | D17546 |
|  | Reverse (5’3’) | CTTTGATTGGCCACTTGTGACC |  |
| *Ereg* | Forward (5’3’) | ATGCATCCCAGGAGAATCCGAG | NM_007950 |
|  | Reverse (5’3’) | CCAGTGTAGCCCACTTCACATCTG |  |
| Fosl1 | Forward (5’3’) | CTG ACA GAC TTC CTG CAG GC | U34245 |
|  | Reverse (5’3’) | TGG TGC TGC CAG AAC CAC CT |  |
| Kng1 | Forward (5’3’) | CGCATGGCAGGACTGTGACTT | NM_023125 |
|  | Reverse (5’3’) | TCTGTCGATATGGCATGCACAC |  |
| Pparg | Forward (5’3’) | GGGCGATCTTGACAGGAAAGAC | NM_011146 |
|  | Reverse (5’3’) | TCTCTTGCACGGCTTCTACGG |  |
| *Pthlh* | Forward (5’3’) | TGATCGCGGAGATCCACACAG | NM_008970 |
|  | Reverse (5’3’) | TCTTCCCGGGTGTCTTGAGTG |  |
| *Spp1* | Forward (5’3’) | CTCACCTCTCACATGAAGAGCGG | NM_009263 |
|  | Reverse (5’3’) | GGCACTCTCCTGGCTCTCTTTG |  |
| *Tnc* | Forward (5’3’) | AGGTTGCTGCAAACAGCAG | NM_011607 |
|  | Reverse (5’3’) | CAGGAGTGGCATCAGAAAC |  |
| 18S | Forward (5’3’) | GAGAAACGGCTACCACATCCAA | NR_003278 |
|  | Reverse (5’3’) | CCTCCAATGGATCCTCGTTAAAG |  |

How the deposited data were processed for this re-analysis (not part of the article)

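Expression was read on 29 Affymetrix arrays, each from the lung of 1 mouse in Protocol 1 and, for tumors and uninvolved tissue in Protocol 2, from RNA pooled from 2 to 3 mice. The number of mice per MCA/oil array is not stated. Uninvolved tissue came from the same mice as the tumors, and which tumor and uninvolved arrays share mice is not given. Protocol 1 gave 18 arrays, 3 for each of 6 groups: oil, 1 day and 3 days after 4 weekly BHT doses in BALB and in BALBLps-d mice. Protocol 2 gave 11 arrays: 2 of MCA/oil lung, 2 of uninvolved tissue and 1 of tumor tissue in BALB mice, and 2 of each in BALBLps-d mice. The oil and 1 day samples of BALB mice were hybridized to MOE430A arrays (6 arrays) and the other 23 to MOE430Av2 arrays. Each column of both value tables was matched to a sample, and 0 columns were left without one.

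The authors normalized the arrays with GCRMA and singular value decomposition and deposited log2 values centred for each probe set, so a value near 0 stands for the middle of its probe set and says nothing of its signal over background. The base of the logarithm is not stated, and log2 was taken from the range of the values, which span up to 10.8 units in 1 probe set. The means of probe sets had an SD of 0.015 over the 23 arrays and of 0.282 over the 6 arrays, and the difference between both array types could not be separated from the strain and treatment groups. Values were therefore compared within an array type only. At 1 day the strain difference is the change from oil in BALBLps-d mice minus the change from oil in BALB mice, in which strain and array type cannot be told apart.

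From these values, 11 comparisons were made with linear models in limma 3.58.1 under R 4.3.3, with 1 mean per group and empirical Bayes moderation at its default settings. Protocols 1 and 2 were fitted apart, each with all of its groups, which share 1 estimate of the spread, so the 6 groups of Protocol 1 were in 1 model and each difference in it was taken within an array type. The 64 control probe sets were left out, and 22626 probe sets were tested, with p-values adjusted by the method of Benjamini and Hochberg. A probe set was called at an adjusted p under 0.05. Tumor and uninvolved arrays were fitted as independent samples although they share mice. The BALB tumor is 1 array, so its comparisons take their spread from the other groups. Figures were drawn with matplotlib 3.10.9 under Python 3.11.15.

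Probe sets were named from the annotation of the MOE430Av2 array: 20380 carry 1 gene symbol, 691 carry several and 1555 carry none, apart from 6 that were named from the tables of the paper. They stand for 12399 genes. Areg and Pthlh have no probe set in that annotation alone and are not reported. For 28 gene lists set before the data were examined and 4 lists taken from Tables 1 to 4 of the paper, the probe set with the largest SD stood for each gene, and the list was tested with camera in limma at a preset correlation of 0.01 between genes, adjusted over the lists of a comparison. The tests were repeated with the correlation estimated from the data and with the probe set chosen by its identifier.

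The comparisons, the lists, the tests, the rule for the genes named in the text and the alternatives were set before the data were examined, apart from those named here and in the closing section. Genes were named by 4 parts of this rule: each probe set in Tables 1 to 4 and each gene that the results, discussion or Figures 2, 5 and 7 of the paper name as changed, whose values in the paper's tables count as seen; up to 12 largest increases and 12 largest decreases of each comparison with an adjusted p under 0.05, 1 symbol and, except in the 2 comparisons of changes between the strains, no overlap between the groups; up to 4 members of a gene list with the smallest adjusted p; and Tlr4. Where the paper gives no probe set, the rule took that with the highest mean. This is not defined on centred values, so the probe set with the largest SD was used, a choice made after the values were seen to be centred. For some named genes, further probe sets that did not move alike were named after their values were seen.

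The alternatives set in advance were quantile normalization within each array type, a variance prior with trend and robust moderation, no moderation, only the groups compared (Protocol 1) or all 23 MOE430Av2 arrays (Protocol 2) in the model, uninvolved tissue in place of MCA/oil lung as the reference of a tumor, the replicate number as a block, and leaving out each array in turn. Added after the values were seen were a filter on probe sets with an SD under the median, 1 probe set per gene by the largest SD, and the mean of the probe sets of a gene. A filter on dim probe sets could not be run on centred values.

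Whether replicate numbers pair the samples was checked by the correlation of the deviations from the group means between samples of the same number. Between BALBLps-d oil and 1 day samples it was 0.18, 0.27 and 0.15 for numbers 1 to 3, all above 0.1, so these numbers were taken to pair the samples; the pairing comes from the sample labels, and the paper does not say what a number stands for. In no other comparison did every pair lie above 0.1.

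The procedure was tested on simulated data with 200 probe sets changed by 1 or 2 log2 units at the spread of the arrays. Of the changes by 1 unit, between 0.37 (difference between the strains in the change from MCA/oil lung to tumor) and 0.86 (BALBLps-d mice at 1 day) were called, and of those by 2 units between 0.7 and 0.99. With no change, 0 probe sets were called by limma in each of the 11 comparisons. In the same data, camera called a list of 20 genes shifted by 0.5, and 4 of 100 unchanged lists had an unadjusted p under 0.05. These lists cannot tell whether the preset correlation of 0.01 suits the real lists. In Protocol 1 the estimated correlation ranged from -0.0148 (TLR4 pathway genes) to 0.816 (cardiac muscle genes). Over the 28 lists and 11 comparisons, camera called 84 at the preset correlation and 1 at the estimated one. The median SD within groups was between 0.083 and 0.101 in Protocol 1 and between 0.062 and 0.104 in Protocol 2, and 1 to 3 arrays per group limit the precision.

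The lavage cell counts, the lavage protein, the tumor counts, the PCR, the immunohistochemistry and the ELISA of the paper were not analysed here, nor were the image files of the arrays. The copy of Supplementary Table S1 used here was not complete, so no overlap with its genes was computed. No enrichment by binding site or pathway program was repeated. Some results for single genes and for 1 of the gene lists are not reported here.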

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

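Of the tests in this part, the test with a fixed share of the BALBLps-d change and both tests with a covariate of RNA quality were chosen only after the result was seen, and the test of the genes near Tlr4 was divided into 2 comparisons after its result was seen.

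The change from oil 1 day after BHT differed between the strains in 310 probe sets by the limma test of the difference itself, with 3 arrays in each of 4 groups. Without 1 array the count was 134 (BALB oil replicate 1), 169 (BALB oil replicate 3), 184 (BALB 1 day replicate 2), 138 (BALBLps-d oil replicate 1) or 149 (BALBLps-d oil replicate 3), and with the replicate number as a block it was 164. These results stood out because 2 groups under the same treatment differed. The change was the more positive one in BALBLps-d mice for Afp (2.36), Ccl17 (2.65), Ereg (4.62), Tnfsf9 (2.00), Fosl2 (1.92), Fbxo15 (2.59), Hspa8 (2.50), Msr1 (2.22) and Il6 (2.14), and the more negative one for Atrx (-2.74), Il6st (-2.54), Pecam1 (-1.19), Ifit3 (-1.46) and Efnb2 (-3.26). With the block, those of Afp, Ccl17, Fosl2, Hspa8, Msr1 and Il6 were no longer called. All of them carry the limit that the 2 strains were read on 2 array types, so strain and array type cannot be told apart in these values.

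The difference between tumor and MCA/oil lung, tested in the same way with limma, was not the same in the 2 strains for 104 probe sets. Without BALB MCA/oil replicate 1 it was 48, without BALB MCA/oil replicate 2 it was 443, without BALBLps-d MCA/oil replicate 1 it was 45 and without the lower-numbered BALBLps-d tumor array it was 197. The difference was the more positive one in BALBLps-d mice for Kng1 (2.32), Cldn2 (5.95), Cfi (2.74) and Pf4 (2.58), and the more negative one for Slc7a3 (-3.74), Rab27a (-2.99), Galc (-2.87), Ltc4s (-2.66), Plek (-2.56), Slc7a2 (-2.23), Tfrc (-2.21) and Cxcl2 (-1.63). The BALB tumor is a single array, which is assumed to vary like the other groups.

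A signal in genes that the paper does not discuss appeared in lung that had not received BHT. In MCA/oil lung, BALBLps-d mice had lower values of Arl2bp (-4.49 and -4.94 in its 2 probe sets) and of Lox (-1.25), in 2 of 2 arrays below 2 of 2 arrays of BALB mice. Without BALB MCA/oil replicate 1 or BALBLps-d MCA/oil replicate 2, the second probe set of Arl2bp (-4.96 and -4.81, limma adjusted p = 0.0721 and 0.0747) and Lox (-1.31 and -1.16, adjusted p = 0.0721 and 0.0632) were not called, nor was the second probe set of Arl2bp without BALBLps-d MCA/oil replicate 1 (-5.07, adjusted p = 0.0679), while the first probe set of Arl2bp was called in each of these fits and lost its call only with the replicate number as a block (adjusted p = 0.709). These 3 probe sets were also called in the same direction between the strains in lung 3 days after BHT, in uninvolved tissue and in tumors. A variant of either strain under the probes was not tested.

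The first pattern is the smaller response of BALB than of BALBLps-d lung at 1 day: the SD of the changes over probe sets was 0.34 against 0.51, with a correlation of 0.68. An array type that compresses all changes by 1 factor may account for most of this but not for the whole, since the fewest probe sets that depart from a fixed share of the BALBLps-d change were 70 (at a share of 0.6; 71 at 0.7, 396 at 0.3 and 310 at 1), among them Ereg with an adjusted p of 0.000574; the bound for this test was set after the counts were seen, and a first test by the shares in 12 gene lists (0.25 to 0.95) had left the question open. A wider spread among the BALB arrays over all probe sets is excluded, as their median SD within groups was 0.98 times that of the BALBLps-d arrays. This median cannot show the spread of the responding probe sets alone. For the smaller number of calls in BALB lung, such a spread stays open. With only the groups compared in the model, calls fell by a larger factor in BALB than in BALBLps-d lung. For the size of the changes, an effect of the array type that differs from probe set to probe set stays open. It cannot be told apart from the strain in this design. Also open are the biological explanation that mice with functional TLR4 respond less to BHT, and RNA quality, which was not tested at 1 day. The 18S controls lay at 0.85 to 2.41 in BALBLps-d oil mice and at -0.39 to 0.09 at 1 day, without overlap, and overlapped in BALB mice (-0.44 to -0.03 and -0.54 to 0.78).

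In 10 of 100 splits of the 12 arrays drawn, as many probe sets as the 310 of the real split or more differed in the change at 1 day, the real one included, and the highest of the other splits gave 3389. This count does not tell whether chance is behind the 310: each of the 9 others keeps the BALBLps-d groups as they are and mixes the BALB groups (446 to 3389), which takes out the response of BALB lung and leaves that of BALBLps-d lung as the difference. By contrast, splits that keep only the BALB groups gave at most 99 and the 75 splits that keep the groups of neither strain at most 2, which points to the large response to BHT in BALBLps-d lung as the structure behind these counts. For groups of 3 against 3 there are 10 splits, too few for a share under 0.05. The real split alone, 1 of 10, reached the count in BALBLps-d mice at 1 day (5303; highest other 5), in BALB mice at 1 day (2245; highest other 7), in BALBLps-d mice at 3 days (2451; highest other 1) and between the strains 3 days after BHT (4427; highest other 0, by limma). In BALBLps-d mice at 1 day, where the replicate numbers pair the samples, 4 of the 10 splits part every pair, the real one included; the highest other of these was 0 and that of the splits that part fewer pairs was 5.

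The second pattern is the difference between the strains in MCA/oil lung (6 probe sets) and 3 days after BHT (4427 probe sets), of which 14 probe sets were called in the same direction in at least 3 of the 4 strain comparisons within 1 array type, and 5 in all 4; uninvolved tissue and tumors, which are 2 of the 4, came from the same mice. A chromosome segment carried along with the Tlr4 allele may account for single genes but not for the 3-day difference as a whole, since called genes made up a share of the 100 genes on each side of Tlr4 that was 1.13 times that of all measured genes (odds ratio 1.19, 95% interval 0.74 to 1.85, Fisher's exact test p = 0.427); in MCA/oil lung 0 of 3 called genes lie there, too few to tell. In tumors the share was 2.06 times that of all measured genes (6 of 364 called genes; odds ratio 2.15, 95% interval 0.76 to 4.91, Fisher's exact test p = 0.071), and in uninvolved tissue, from the same mice, 0 of 34 called genes lie there (odds ratio 0, 95% interval up to 14.45), so such a segment stays open in these tissues. Of the 14 probe sets, the 10 with an annotated gene (Arcn1, Arl2bp, Asb13, Gdpd5, Glo1, Lox, Npr3 and Rab31) lie on chromosomes other than that of Tlr4, chromosome 4, so a segment around Tlr4 does not hold them; the other 4 have no annotated place. RNA quality stays open for a part of the difference at 3 days. As the cause of the whole, the values argue only against what the 18S and Actb controls read of it. With either control as a covariate 100% of the called probe sets kept their direction, and their median size hardly moved. Over all 4427 probe sets the median size of the difference, 0.44 (interquartile range 0.20 to 0.71), kept a share of 0.98 with the 18S ribosomal RNA controls as a covariate (0.43, 0.20 to 0.71) and of 0.95 with the difference between the 5' and 3' controls of Actb (0.42, 0.18 to 0.68), but 69.8% and 50.3% of the probe sets were still called, at a median SE of 0.11 and 0.111 in place of 0.105. In all, 3419 and 2322 probe sets were called with these covariates. Of the 509 probe sets at least 2-fold lower in BALBLps-d lung, 92.5% and 84.7% were still called. The medians of these lower probe sets also parted the strains in tumor and uninvolved arrays, where the signs of RNA quality stood apart too. They were 0.16 to 0.39 in BALB and -0.47 to -0.41 in BALBLps-d arrays. In MCA/oil lung they overlapped (-0.19 and 0.02 in BALB, -0.07 and -0.26 in BALBLps-d). A factor of the arrays that these controls do not read was not tested and stays open. The time of day at which the lungs were taken stays open as well, since the 3 of 14 circadian clock genes called between the strains at 3 days (21.4%) lie near the share of all probe sets (19.6%) and the clock genes went both ways (Tef 2.05, Dbp 1.87 and Per3 1.51, against Nr1d2 -2.15, Arntl -1.39 and Npas2 -1.07), and so do other loci that differ between the strains, variants under the probes and the loss of TLR4 signalling itself. The count in MCA/oil lung was 237 without BALB MCA/oil replicate 2, and the count at 3 days was 2893, 2647 and 1935 without BALB 3 day replicate 1, 2 or 3 and 8335, 1863 and 2124 without BALBLps-d 3 day replicate 1, 2 or 3.

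The third pattern is the lower list medians of B, T and NK cell markers in the BALB tumor and BALB uninvolved tissue than in those of BALBLps-d mice. No single marker of these lists was called by limma over all probe sets in either tissue. With an estimated correlation, camera called none of these lists. Macrophage markers lay the other way between the tumors. An equally lower share of all cells other than tumor cells in the BALB tumor is not enough as the whole cause. The medians of T cell (-0.30), B cell (-1.04), macrophage (0.37) and endothelial (-0.05) markers, BALB minus BALBLps-d, lie up to 1.41 apart. The BALB side is 1 array, and the macrophage list was not called (camera adjusted p = 0.401). Club cell, ciliated cell and cardiac muscle lists lay higher in BALBLps-d tumors (medians 0.67, 1.47 and 1.87, BALBLps-d minus BALB). A lower share of some kinds of cell in the BALB tumor therefore stays open. Lymphoid tissue in 1 of the BALBLps-d uninvolved arrays is excluded. The means of the B and T cell markers were 1.01 and 0.65 in these 2 arrays, 0.35 apart before rounding. Both lie above the -0.08 and -0.39 of the BALB arrays. Whether BALBLps-d lung holds more lymphocytes without tumor promotion as well stays open. In MCA/oil lung these means were 0.63 and 0.79 against 0.37 and -0.29 in BALB mice, a gap that rests in large part on BALB replicate 2, and the paper saw few cells with CD3 or F4/80 staining in MCA/oil lung of either strain. Tumors and uninvolved tissue came from the same mice and do not count as separate evidence. Lymphoid tissue in both arrays stays open, as does RNA quality, which was not tested for this pattern although both of its signs (18S and Actb) stood apart between the strains in these tissues, and the markers Cd79a, Cr2, Tnfrsf13c, Spib and Cd3d are also in Table 4 of the paper, whose genes were chosen on these samples.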

How the results depend on the processing

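Some tests in this part were chosen after the values were seen to be centred or to differ between probe sets of 1 gene. They are the filter on probe sets with an SD above the median and the fit with 1 probe set per gene. The fit with the mean of the probe sets of a gene and the comparison with further probe sets of a named gene were chosen then as well. The others were set in advance. Of these, the filter on dim probe sets and the probe set with the highest mean cannot be run on centred values. The difference between the strains at 1 day was not formed directly across the 2 array types, whose zero points may differ. The counts of called probe sets were 5303 (BALBLps-d mice at 1 day), 2245 (BALB mice at 1 day), 310 (strain difference in the change at 1 day), 2451 (BALBLps-d mice at 3 days), 4427 (strains at 3 days), 3319 (BALBLps-d tumors against MCA/oil lung), 3071 (BALB tumor against MCA/oil lung), 104 (strain difference in that change), 430 (strains in tumors), 43 (strains in uninvolved tissue) and 6 (strains in MCA/oil lung). Of 86 other fits of these 11 counts, those without 1 array apart, 40 stayed within 1.5 times and 46 moved by more, as follows. Quantile normalization gave 1544 (BALBLps-d tumors), 613 (BALB tumor), 17 (their strain difference), 54 (strains in tumors), 127 (uninvolved tissue) and 3 (MCA/oil lung). Without moderation the counts were 157 (strain difference at 1 day), 2092, 1844, 64, 166, 14 and 2 (BALBLps-d tumors, BALB tumor, their strain difference, and strains in tumors, uninvolved tissue and MCA/oil lung), and with trend and robust moderation 53 (strain difference in the tumor change). With only the groups compared they were 369 (BALB mice at 1 day), 119 (strain difference at 1 day) and 2594 (strains at 3 days), and with all 23 MOE430Av2 arrays 5117 (BALBLps-d tumors), 458 (strain difference in the tumor change), 1326 (strains in tumors), 736 (uninvolved tissue) and 30 (MCA/oil lung). The filter by SD gave 2494 (strains at 3 days), 67 (strain difference in the tumor change) and 96 (uninvolved tissue). One probe set per gene gave 3216, 1333, 1478 and 2416 (BALBLps-d and BALB mice at 1 day, BALBLps-d mice and strains at 3 days) and 2024, 1856, 34, 250, 14 and 2 in the 6 tumor comparisons in the order above, and the mean of the probe sets gave 3320, 1444, 174, 1544 and 2572 in Protocol 1 and 27, 223, 27 and 2 (strain difference in the tumor change, tumors, uninvolved tissue, MCA/oil lung). Uninvolved tissue in place of MCA/oil lung moved no count by more than 1.5 times. The last 3 fits hold fewer tests (11313 probe sets above the median SD, 12399 genes), which leaves fewer to be called. Some of their counts fell by a larger factor than the number of tests. The cause was not tested for these or for the other fits.

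Without 1 array in turn, a group left with 1 array is assumed to vary like the others. The counts ranged from 4083 to 4980 (BALBLps-d mice at 1 day), from 1169 to 2504 (BALB mice at 1 day; 1169 without BALB 1 day replicate 3 and 1436 without BALB oil replicate 2), from 134 to 382 (strain difference at 1 day; 134, 169, 184, 138 and 149 without BALB oil replicates 1 and 3, BALB 1 day replicate 2 and BALBLps-d oil replicates 1 and 3), from 1389 to 2108 (BALBLps-d mice at 3 days; 1389, 1557 and 1550 without BALBLps-d 3 day replicates 2 and 3 and oil replicate 1), from 1863 to 8335 (strains at 3 days; 2893, 2647 and 1935 without BALB replicates 1, 2 and 3, and 8335, 1863 and 2124 without BALBLps-d replicates 1, 2 and 3), from 1876 to 2489 (BALBLps-d tumors; 1876 without BALBLps-d MCA/oil replicate 1 and 2055 without the lower-numbered BALBLps-d tumor), from 2474 to 3724 (BALB tumor), from 45 to 443 (strain difference in the tumor change; 48 and 443 without BALB MCA/oil replicates 1 and 2, 45 without BALBLps-d MCA/oil replicate 1 and 197 without the lower-numbered BALBLps-d tumor), from 382 to 407 (strains in tumors), from 8 to 46 (uninvolved tissue; 8 without the higher-numbered BALB array, 23 and 21 without the lower-numbered and the higher-numbered BALBLps-d array) and from 5 to 237 (MCA/oil lung; 237 without BALB MCA/oil replicate 2). The cause was not tested.

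For 356 values of genes named in the text, 4209 other fits kept the direction and the side of the threshold in 3697 cases, lost the call in 450, gained it in 43 and reversed the direction in 19. Of 1820 fits without 1 array, 1559 were as before, 234 lost the call, 20 gained it and 7 reversed; under quantile normalization 70 of 356 lost the call and 7 reversed. Of the reversed values, 18 were called neither before nor after. Under quantile normalization they were Enpp2 in BALBLps-d tumors (-0.024, against 0.07) and in the BALB tumor (-0.01, against 0.005), the second probe set of Kng1 in BALBLps-d tumors (-0.008, against 0.075) and in the BALB tumor (-0.002, against 0.022), Hbegf in the BALB tumor (0.027, against -0.259), and Ereg (-0.415, against 0.284) and Utrn (-0.342, against 0.205) between the tumors. Against uninvolved tissue they were Enpp2 (-0.216) and Tyms (-0.172, against 0.217) in BALBLps-d tumors, and Enpp2 (-0.033), Hbegf (0.14) and Odc1 (-0.436, against 0.21) in the BALB tumor. Without 1 array they were Ran at 1 day (-0.074 without BALB 1 day replicate 2, against 0.111; highest 0.228), Enpp2 (-0.006; highest 0.016) and Odc1 (0; highest 0.419) without BALB MCA/oil replicate 1, Tyms (-0.046, against 0.012) without BALB MCA/oil replicate 2, Il1rn between the tumors (-0.067, against 0.03; highest 0.127) without the lower-numbered BALBLps-d tumor, and Utrn (-0.004; highest 0.414) without the higher-numbered one. The other reversed value was that of Cxcl9 between the tumors, which was 2.373 and not called. Without the higher-numbered BALBLps-d tumor it was -1.151, and without the lower-numbered one 5.896. With 1 array on each side, these fits cannot test the difference. The cause was not tested. Of 133 called values of named genes with a further probe set on the array, 70 had a further one called in the same direction and 63 had none, and for 1, Gja1 between the strains at 3 days, others were called in the other direction.

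With the replicate number as a block, the count of the strain difference at 1 day was 164 in place of 310, and that in MCA/oil lung 0 by limma in place of 6, with 762 probe sets at an unadjusted p under 0.05. The other 4 counts were 5206, 2160, 2196 and 3216 (BALBLps-d and BALB mice at 1 day, BALBLps-d mice and strains at 3 days) in place of 5303, 2245, 2451 and 4427. Of 194 values of named genes, 19 lost their call under the block: C1qc in BALBLps-d mice and Timp2, Npr3, Riox2 and Cry1 in BALB mice at 1 day, Afp, Ccl17, Fosl2, Hspa8, Msr1 and Il6 for the strain difference at 1 day, Npr3 and Spp1 in BALBLps-d mice at 3 days, S100a9 and Arntl between the strains at 3 days, and Npr3, Lox and both probe sets of Arl2bp in MCA/oil lung. The block changed the call of no gene list in the 5 comparisons of Protocol 1. Outside BALBLps-d mice at 1 day, the samples share only a number: same-numbered samples correlated at 0.1, -0.18 and 0.21 (BALB oil and 1 day), 0.38, 0.28 and -0.02 (BALBLps-d oil and 3 days), 0.27, 0.47 and 0.05 (strains at 3 days) and -0.05 and -0.05 (MCA/oil lung), and only between the strains at 3 days did every sample correlate best with its own number, a hint from the data. Signal over background cannot be read from centred values, so a limit set by it was not examined.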

Differences from the paper's values

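Of the comparisons in this part, the filter on probe sets with an SD above the median, the use of the probe set with the largest SD for a named gene and the comparison with further probe sets of a named gene were chosen after the values were seen to be centred or to differ between probe sets of 1 gene. For Protocol 1, the paper's count of probe sets that differ by strain and time and by more than 2-fold is 476, and the count here is 170. The criteria are not the same: the paper used a 2-way analysis of variance of strain and time over oil, 1 day and 3 days, with a fold against BALB oil mice, while the count here is of probe sets called in limma for the strain difference in the change at 1 day and changed at least 2-fold in that difference. Each of the 17 alternatives set before the data were examined differed from the paper's count in the same sense, with counts from 74 to 200: 133 with quantile normalization, 161 with trend and robust moderation, 98 without moderation, 74 with only the groups compared, 89 with the replicate number as a block, and from 81 (without BALB oil replicate 1) to 200 (without BALBLps-d 1 day replicate 2) without 1 array; no alternative came within 1.5 times. For Protocol 2, the paper's 199 genes between the tumors and the 237 probe sets here lie within 1.5 times of each other. The criteria are not the same here either. The paper used a 2-way analysis of variance with a contrast between the tumors and states no fold limit for this list. The count here is of probe sets called in limma and at least 2-fold apart. Without the 2-fold limit 430 were called, which is not within 1.5 times of the paper's count. Of the 6 alternatives, 230 with trend and robust moderation and 269 and 235 without either BALBLps-d tumor array also lie within 1.5 times, while 20 with quantile normalization, 91 without moderation and 557 with all 23 MOE430Av2 arrays do not.

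The paper's Table 1 lists genes higher in BALBLps-d mice at 1 day and marks those above 2-fold. Of its 30 probe sets, 29 rose in BALBLps-d mice (limma, adjusted p under 0.05) and 20 in BALB mice, and 30 of 30 had a strain difference of 0 or more, of which 3 were called over all probe sets and 8 with adjustment over the table alone. Of the 15 marked, 10 had a strain difference above 1 and 3 were called. The paper's marks in Tables 1 and 2 compare the strains at 1 day, while the strain difference here compares changes from oil. Of the 15 probe sets of Table 2, 14 fell in BALBLps-d mice and 13 had a strain difference below 0, with 0 called by limma over all probe sets and 3 over the table alone; of the 5 marked, 2 were 2-fold or more apart. Of the 25 probe sets of Table 3, 23 were higher in the BALBLps-d than in the BALB tumors and 8 were called, 16 over the table alone. Of the 9 marked, 9 were above 0, 7 above 1 and 4 called. The paper's mark in this table also covers changes below 2-fold. Of the 22 of Table 4, 21 were higher in BALBLps-d tumors with 2 called, 10 over the table alone, and 21 were higher in BALBLps-d uninvolved tissue with 0 called by limma, 14 over the table alone; of the 6 marked, 5 were above 1 between the tumors and 1 was called.

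The paper states that Tnc, Spp1, Hbegf, Myc, Hmga1, Mina (now Riox2), Ran, Pparg, Fosl1 and Lif are raised in BALBLps-d mice relative to BALB mice at 1 day. All of them rose in BALBLps-d mice, but their strain differences of 0.64 (Tnc), 0.47 (Spp1), 0.45 (Hbegf), 1.45 (Myc), 0.61 (Hmga1), 0.32 (Riox2) and 0.111 (Ran) were not called under any setting (limma, 3 arrays per group; adjusted p from 0.245 to 0.797 in the main fit), nor was that of Cdkn1a (1.03). Fosl1 (2.81, adjusted p = 0.0706) was called without BALB 1 day replicate 1 (3.37, adjusted p = 0.024), without BALBLps-d 1 day replicate 2 (3.41, adjusted p = 0.0144) and with the filter by SD (adjusted p = 0.0304), Pparg (1.38, adjusted p = 0.0683) without BALBLps-d oil replicate 1 (1.64, adjusted p = 0.0328) and with the filter by SD (adjusted p = 0.034), and Lif (1.22, adjusted p = 0.0962) without BALB 1 day replicate 3 (1.56, adjusted p = 0.00786); the filter by SD was chosen after the values were seen. Of the paper's own markers, Ereg (4.62, adjusted p = 1.24e-05) and Ccl17 (2.65, adjusted p = 0.0373) were called in the paper's direction. The measures are not the same: the paper compares the strains at 1 day, and the values here compare changes from oil across array types. The paper also reports that qRTPCR on RNA of the same samples bore out the array changes of Tnc, Spp1, Pparg and Fosl1. The PCR was not analysed here.

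The paper describes Gja1 as raised in BALB mice during promotion and states that PCR bore this out, with the data not shown. Its most variable probe set was at 0.73 in BALB mice at 1 day (adjusted p = 0.0611) with a strain difference of -1.32 (adjusted p = 0.0665), not called. The increase was called without BALB oil replicate 2 (0.91, adjusted p = 0.0414), without BALB 1 day replicate 2 (0.89, adjusted p = 0.0339) and with the filter by SD chosen after the values were seen (adjusted p = 0.0331), and the difference without BALB oil replicate 2 (-1.51, adjusted p = 0.0408) and with that filter (adjusted p = 0.0332). The other 5 probe sets of Gja1 had strain differences from 0.14 to 0.48, in the other direction.

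In tumors of both strains the paper reports Tyms as raised and Vwf and Aldh1a1 as lowered. Tyms was at 0.22 in BALBLps-d tumors and 0.01 in the BALB tumor against MCA/oil lung and was called by limma under no setting. Vwf was called in the BALB tumor (-2.72, adjusted p = 0.00379) and not in BALBLps-d tumors (-0.85, adjusted p = 0.0817), where it was called with all 23 MOE430Av2 arrays (adjusted p = 0.0186), against uninvolved tissue (-1.19, adjusted p = 0.0314) and with the filter by SD chosen after the values were seen (adjusted p = 0.0407). Aldh1a1 was called in both (-1.01 and -1.86).

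The paper gives Odc1, Ereg, Spp1, Cxcl5, Cxcl9, Cxcl11 and Ccr1 as raised in BALBLps-d tumors relative to BALB tumors. Between the tumors, Ereg (0.28), Spp1 (0.53), Cxcl5 (1.92), Ccr1 (1.03) and Odc1 (0.66) were called by limma under no setting. The BALB side of these values is 1 array. For Ereg and Spp1 the paper also reports qRTPCR with samples of a repeat study, with higher levels in BALBLps-d mice. The PCR was not analysed here, and these array values do not test it. Cxcl11 (2.33) and Cxcl9 (2.37) were not called in the main fit. Without the lower-numbered BALBLps-d tumor array they were at 4.61 and 5.90. Without the higher-numbered one Cxcl9 lay in the other direction (-1.15). With 1 array on each side, these fits cannot test the difference. Against MCA/oil lung, Odc1 in BALBLps-d tumors (0.78) was called with all 23 MOE430Av2 arrays (adjusted p = 0.0171). Ereg rose against MCA/oil lung in tumors of both strains (5.23 in BALBLps-d mice). Of the paper's own markers, Cfi (2.73, adjusted p = 0.000755), Kng1 (2.24, adjusted p = 0.00982), Cldn2 (5.92, adjusted p = 0.00634), Pf4 (2.55, adjusted p = 0.00905) and Col18a1 (1.79, adjusted p = 0.0484) were called higher in BALBLps-d tumors, while the other probe sets of Kng1 and Cldn2 were at 0.05 and 0.13.

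Table 3 and Table 4 of the paper also give Cdkn2a and Gzma. Cdkn2a between the tumors (1.43, adjusted p = 0.127) was called by limma with all 23 MOE430Av2 arrays (adjusted p = 0.00358). Without either BALBLps-d tumor array, which leaves 1 array on each side, it was at 1.97 and 0.89. Gzma (2.83, adjusted p = 0.0612) was called with all 23 arrays (adjusted p = 0.0121). It was also called with the filter by SD chosen after the values were seen (adjusted p = 0.0243). Fig. 7B of the paper draws Enpp2 and Ccr2 as lowered in BALB tumors, a profile that the paper describes both against MCA/oil lung or uninvolved tissue and against BALBLps-d tumors. Between the tumors both lay in the paper's direction and were not called, with 0.12 (adjusted p = 0.565) for Enpp2 and 1.52 (adjusted p = 0.146) for Ccr2. Against MCA/oil lung Enpp2 was at 0.005 and called by limma under no setting, and Ccr2, at -1.31 (adjusted p = 0.105), was called without BALB MCA/oil replicate 2 (-1.81, adjusted p = 0.0175) and with the filter by SD chosen after the values were seen (adjusted p = 0.0442). In uninvolved tissue Ccr2 (1.68, adjusted p = 0.132), Ccl5 (1.49, adjusted p = 0.162) and Cd3d (1.74, adjusted p = 0.186), which the paper gives as different between the strains, were not called over all probe sets under any setting. Cxcl2 and Il1rn, drawn as raised in BALB tumors, rose in the BALB tumor against MCA/oil lung (2.11 for Cxcl2 and 1.87 for Il1rn, adjusted p = 0.000182 and 0.0015). Another probe set of Il1rn was also lower in BALBLps-d than in the BALB tumor (-1.05, adjusted p = 0.000727).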

Other observations

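Of the tests in this part, those of the 28 gene lists were planned, and the search for probe sets called in several strain comparisons and the genes named from it were chosen only after the result was seen. Some genes differed between the strains under several treatments. Glo1, a glyoxalase, was higher in BALBLps-d mice 3 days after BHT (1.23, limma adjusted p = 1.65e-05), in uninvolved tissue (1.30, adjusted p = 0.0269) and in tumors (1.24, adjusted p = 0.0131), but was not called in MCA/oil lung (0.81, adjusted p = 0.256). Npr3, a natriuretic peptide receptor, was lower 3 days after BHT (-3.56, adjusted p = 0.00664), in uninvolved tissue (-2.48, adjusted p = 0.0247) and in MCA/oil lung (-2.56, adjusted p = 0.048), but was not called in tumors (-0.61, adjusted p = 0.305). At 3 days, 3 arrays of each strain were compared, and in uninvolved tissue and MCA/oil lung 2 of each. In uninvolved tissue, Glo1 was not called without the higher-numbered BALB array (1.19, adjusted p = 0.137), without the lower-numbered BALBLps-d array (1.21, adjusted p = 0.0931) or without the higher-numbered one (1.38, adjusted p = 0.0819), and Npr3 not without the lower-numbered (-2.50, adjusted p = 0.0931) or the higher-numbered BALBLps-d array (-2.47, adjusted p = 0.125). In MCA/oil lung, Npr3 was not called without BALB replicate 1 (-2.78, adjusted p = 0.0721), BALBLps-d replicate 1 (-2.52, adjusted p = 0.17) or BALBLps-d replicate 2 (-2.60, adjusted p = 0.106). These 2 genes are among the 14 probe sets called in the same direction in at least 3 of the 4 strain comparisons, of which those of uninvolved tissue and of tumors share mice.

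Of 14 circadian clock genes, 3 fell in BALBLps-d lung at 1 day, where 5303 of 22626 probe sets were called, Nr1d2 (-2.43, adjusted p = 0.0117), Per3 (-2.28, adjusted p = 0.0172) and Hlf (-1.46, adjusted p = 0.0226), by limma with 3 arrays per group, and 6 fell and 1 rose with adjustment over the list alone (list median -1.01, camera adjusted p = 0.042 at the preset correlation and 0.198 at the estimated one). In BALB lung at 1 day the list median was -0.71 (camera adjusted p = 0.21) and 1 gene was called, Cry1 (0.59, adjusted p = 0.0488); the difference between the strains in this change had 0 of 14 called by limma (list median -0.28, camera adjusted p = 0.322), against 310 of all probe sets. At 3 days, 3 genes were lower in BALBLps-d than in BALB lung: Cry1 (-0.83, adjusted p = 0.0072), Nr1d2 (-2.15, adjusted p = 0.0317) and Arntl (-1.39, adjusted p = 0.0466). Others lay higher and were not called, such as Tef (2.05, adjusted p = 0.0795), Dbp (1.87, adjusted p = 0.175) and Per3 (1.51, adjusted p = 0.0921). The calls of Nr1d2 at 1 day and of Cry1 at 3 days were kept without any 1 array. Those of Per3 and Hlf at 1 day ended without BALBLps-d oil replicate 2 (-2.17 and -1.45) or 3 (-2.21 and -1.26) or BALBLps-d 1 day replicate 1 (-1.85 and -1.19) or 3 (-1.87 and -1.33), that of Cry1 in BALB lung without BALB oil replicate 2 (0.53) or 3 (0.53) or BALB 1 day replicate 1 (0.48) or 3 (0.61), that of Nr1d2 at 3 days without BALB 3 day replicate 1 (-1.87) or 3 (-1.56) or BALBLps-d 3 day replicate 2 (-2.04) or 3 (-2.11), and that of Arntl without BALB 3 day replicate 2 (-0.89) or 3 (-1.60) or BALBLps-d 3 day replicate 2 (-1.34) or 3 (-1.35). The hour at which the mice were killed is not given in the sources used here.

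Immediate early genes that also respond to handling were lower in BALBLps-d than in BALB uninvolved tissue as a list of 14 (median -0.83, camera adjusted p = 2.84e-05 at the preset correlation and 0.338 at the estimated one) and in tumors (median -0.68, camera adjusted p = 0.0152 and 0.855), and near 0 in MCA/oil lung (median 0.13, camera adjusted p = 0.777), with 0 members called by limma in each, against 3807, 3850 and 1114 of all probe sets at an unadjusted p under 0.05. Against oil, 4 of them rose and 1 fell in BALBLps-d lung at 1 day, and 4 rose and 1 fell in BALB lung.

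Genes of other tissues were read as a check of what the samples hold. Of 15 cardiac muscle genes none was called in any of the 11 comparisons by limma, with list medians of -0.88 and -0.33 (BALBLps-d and BALB mice at 1 day), 1.04 and -1.71 (BALBLps-d and BALB tumors against MCA/oil lung) and 1.87 between the tumors (camera adjusted p = 0.0326 at the preset correlation and 0.896 at the estimated one). Of 9 adipocyte genes 1 fell in BALBLps-d lung at 1 day and 1 at 3 days, and the list was lower in BALBLps-d uninvolved tissue (median -0.71, camera adjusted p = 0.0319 and 0.338). Of 6 erythroid genes 3 were higher in BALBLps-d than in BALB lung at 3 days (list median 0.07, camera adjusted p = 0.572). Of 10 platelet genes 2 were higher in BALBLps-d than in BALB tumors (list median 0.46, camera adjusted p = 0.0152 and 0.723).

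Over the 28 lists and 11 comparisons, camera called 84 at the preset correlation, of which 73 were also called with the probe set chosen by its identifier, and 1 at the estimated correlation, that of the NRF2 genes in BALB lung at 1 day. Of the 84, those not given elsewhere and reported here were the following, with the list median and the camera adjusted p at the preset and at the estimated correlation. In BALBLps-d lung at 1 day they were alveolar type I (-0.33, 0.0325 and 0.178) and club cell markers (-0.28, 0.042 and 0.58), and in BALB lung at 1 day NK and cytotoxic cell genes (-0.17, 0.0249 and 0.435), alveolar type II (0.17, 0.0223 and 0.142) and club cell markers (-0.29, 0.0223 and 0.435). At 3 days against oil they were immediate early genes (-0.54, 0.0219 and 0.735). In BALBLps-d tumors against MCA/oil lung they were EGF receptor genes (0.40, 0.0256 and 0.421), T cell markers (-0.31, 0.0318 and 0.528), NK and cytotoxic cell genes (-0.73, 0.0149 and 0.528), alveolar type I cell markers (-0.58, 0.00117 and 0.421), clock genes (-0.53, 0.0436 and 0.52) and immediate early genes (-0.58, 0.0256 and 0.528), and in the BALB tumor NK and cytotoxic cell genes (-0.91, 0.0133 and 0.507), alveolar type I cell markers (-0.70, 0.0133 and 0.312), cardiac muscle genes (-1.71, 0.0441 and 0.653), platelet genes (-0.33, 0.0262 and 0.338) and TLR4 pathway genes (0.34, 0.014 and 0.267). Between the strains in the tumor change they were extracellular matrix genes (-0.37, 0.00802 and 0.767), club (0.55, 0.0114 and 0.767) and ciliated cell markers (1.45, 0.0084 and 0.767), cardiac muscle genes (2.36, 0.0209 and 0.987) and immediate early genes (-0.56, 0.0209 and 0.952), between the tumors NK and cytotoxic cell genes (0.50, 0.0201 and 0.855), and in MCA/oil lung neutrophil (0.23, 0.0471 and 0.885) and macrophage markers (0.30, 0.041 and 0.885) and NK and cytotoxic cell genes (0.50, 0.000353 and 0.885).

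At 1 day, 991 probe sets rose in both strains (159.4 for independent lists) and 661 fell in both (105.9), while 4 rose in BALBLps-d and fell in BALB mice and 7 fell in BALBLps-d and rose in BALB mice (119.3 and 141.5 for independent lists). Of the 209 probe sets with a more negative change in BALBLps-d than in BALB mice at 1 day, 170 were also lower than in BALB mice at 3 days (16.2 for independent lists). In BALBLps-d mice, 666 probe sets rose at both 1 and 3 days (150 for independent lists) and 860 fell at both (137). The comparisons behind the 666 and the 860 share the BALBLps-d oil arrays, so for them the numbers for independent lists are not the expectation. In 20 simulations with no change at most 0 were shared. This cannot tell how much comes from the shared arrays, since limma called 0 probe sets in simulated data with no change.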
